# A niche-derived nonribosomal peptide triggers planarian sexual development

**DOI:** 10.1073/pnas.2321349121

**Published:** 2024-06-18

**Authors:** Melanie Issigonis, Katherine L. Browder, Rui Chen, James J. Collins, Phillip A. Newmark

**Keywords:** germ cell, regeneration, niche, monoamine, *Schmidtea mediterranea*

## Abstract

Germ cells are regulated by local microenvironments (niches), which secrete instructive cues. Conserved developmental signaling molecules act as niche-derived regulatory factors, yet other types of niche signals remain to be identified. Single-cell RNA-sequencing of sexual planarians revealed niche cells expressing a nonribosomal peptide synthetase (*nrps*). Inhibiting *nrps* led to loss of female reproductive organs and testis hyperplasia. Mass spectrometry detected the dipeptide β-alanyl-tryptamine (BATT), which is associated with reproductive system development and requires *nrps* and a monoamine-transmitter-synthetic enzyme Aromatic L-amino acid decarboxylase (AADC) for its production. Exogenous BATT rescued the reproductive defects after *nrps* or *aadc* inhibition, restoring fertility. Thus, a nonribosomal, monoamine-derived peptide provided by niche cells acts as a critical signal to trigger planarian reproductive development. These findings reveal an unexpected function for monoamines in niche-germ cell signaling. Furthermore, given the recently reported role for BATT as a male-derived factor required for reproductive maturation of female schistosomes, these results have important implications for the evolution of parasitic flatworms and suggest a potential role for nonribosomal peptides as signaling molecules in other organisms.

## Significance

Throughout animals, germ cell development is regulated by extrinsic signals from somatic gonadal niche cells. Studies on traditional model organisms have shown that widely conserved signaling molecules, which activate developmental programs, also control germ cell development. Here, we show that a nonribosomal peptide can also act as a critical niche signal. The neurotransmitter-biosynthetic enzyme *aadc* plays a nonneuronal function in reproductive niche cells in conjunction with a nonribosomal peptide synthetase (*nrps*), to synthesize a tryptophan-derived metabolite: β-alanyl-tryptamine (BATT). Synthetic BATT rescues reproductive defects in *nrps* knockdown animals and triggers precocious sexualization in immature animals. This work provides an unanticipated niche-to-germline signaling paradigm and highlights the potentially broad involvement of nonribosomal peptides as signaling molecules across the animal kingdom.

Biogenic monoamines (including serotonin, dopamine, histamine, and tryptamine) act as important neurotransmitters and neuromodulators across the animal kingdom. However, many of these “neurotransmitters” are not exclusive to animals: they are also found in plants, unicellular organisms, and even bacteria. Therefore, monoamines predate the existence of nervous systems and have nonneuronal functions, which are not well characterized (1, 2).

Monoamine synthesis is catalyzed by a widely conserved enzyme, Aromatic L-amino acid decarboxylase (AADC). Recent work uncovered an unanticipated role for AADC in germ cell development and regeneration in the sexual strain of the planarian *Schmidtea mediterranea* (3). In addition to the previously reported expression of *aadc* in planarian serotonergic and dopaminergic neurons as well as photoreceptor pigment cells (4–6), *aadc* expression was enriched in the somatic gonadal “niche” cells of ovaries and testes and in vitellaria, the yolk cell-producing reproductive organs. RNA interference (RNAi)-mediated inhibition of *aadc* in sexual planarians resulted in ovary ablation and loss of accessory reproductive organs, including vitellaria, oviducts, sperm ducts, and the gonopore. Knockdown of *aadc* also resulted in hyperplastic testes, with a dramatic expansion of germline stem cells and lack of differentiated male germ cells (3). The striking phenotypes observed in ovaries, testes, and accessory reproductive organs, combined with the enriched expression of *aadc* in somatic gonadal/support cells of the reproductive organs, suggested that these tissues may be responding to a localized monoamine niche signal from within the gonads themselves. However, the systemic nature of RNAi in planarians (7–9) and the importance of the nervous system for their reproductive development (10–13) meant that roles for neurally derived monoamines could not be ruled out.

## Results

### *nonribosomal peptide synthetase* (*nrps*) Expression in Somatic Gonadal Cells.

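Single-cell RNA sequencing (scRNA-seq) counts the transcripts of each cell separately: every captured molecule carries a barcode of its cell and a unique molecular identifier (UMI) of its own. The sexual *S. mediterranea* data comprise 4 such libraries, 2 of anterior and 2 of posterior tissue. Each came from a suspension of live, sorted cells from 15 to 20 mature planarians. For the sort, the paper gives 20 µg/mL Hoechst and 1 µg/µL propidium iodide, and the sample labels give 10 mg/mL and 10 µg/µL. The authors aligned the reads to the sexual genome with Cell Ranger (version 5.0.0 in the file headers), kept the barcodes it called as cells and counted UMIs per gene. The values used here are these UMI counts of each library, not normalized. The paper's later aggregation of the libraries to a common depth is not included in them.

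All 48216 cells were used, each with at least 500 UMIs, over a list of 22192 genes. Anterior library 1 held 6721 cells and 11513838 UMIs, with a median of 1208 UMIs and 823 genes per cell. Anterior library 2 held 10389 cells and 19219495 UMIs, with medians of 1218 UMIs and 850 genes. The posterior cells held more UMIs. Posterior library 1 held 12026 cells and 55472003 UMIs, with medians of 3297.5 UMIs and 1779.5 genes, and posterior library 2 held 19080 cells and 72094246 UMIs, with medians of 2394.5 UMIs and 1437.5 genes. Libraries of one region were not copies of each other: their counts differed with a chi-square per gene of 34.1 for the anterior pair and 118 for the posterior pair. This value cannot show that they were separate suspensions, since it was lower across regions, at 28.9 for anterior library 2 and posterior library 2. It also rises with depth, so the larger value of the posterior pair does not make those libraries less alike.

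Cells were clustered by Leiden on a shared-neighbor graph of the 4 libraries together, at resolution 1 and, as an alternative that splits the cells more finely, at resolution 2. Genes that the paper gives by an SMESG gene number or an SMEST transcript number took no part in the clustering, so that their values in a cluster did not shape it. These genes were *nrps* (SMESG000023215.1, given in the text), *LamA* (SMESG000056013.1), *klf4l* (SMESG000031008.1) and a paralog of *nrps* expressed in the gut, *nrps* (gut) (SMESG000014974.1). The last 3 identifiers follow from the transcripts in Table S1 by the correspondence of transcript and gene numbers that the paper gives for *nrps*. Positions in the genome were not used here. A cell was called positive for a gene from 1 UMI upward. For tests, UMIs were summed per library, because libraries and not cells are the replicates. Deeper cells more often show a rare transcript, so shares of positive cells were also computed after thinning each cell to 1000 UMIs. Thinning left out 2577 and 4088 cells of the anterior libraries and 1614 and 4147 cells of the posterior libraries. No doublets were removed.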

To investigate the source of the monoamine signal and characterize the transcriptomes of somatic gonadal cells, we performed single-cell RNA sequencing (scRNA-seq) on sexual planarins, focusing on regions of the animal containing reproductive organs (outlined in Fig. 1*A*). Recent scRNA-seq analyses of *S. mediterranea*, although highly informative, focused on the asexual strain, which reproduces by transverse fission and lacks mature gonads and accessory reproductive organs; thus, these studies did not define cell types comprising the reproductive organs (14, 15). Examination of the sexual planarian single-cell data revealed that *aadc* was highly expressed in a cluster of 73 cells that coexpressed three known somatic gonadal markers: the regulator of male identity *dmd1* (16), the orphan G-protein coupled receptor (GPCR) *ophis* (11), and the extracellular matrix component *LamA* (17) (Fig. 1*B* and *SI Appendix*, Fig. S1 *A–C*). 

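The cluster with the largest share of *nrps*-positive cells is called the *nrps* cluster. It held 55 cells, 9 and 14 from the anterior libraries and 8 and 24 from the posterior libraries, and 31 cells when posterior library 2 was left out. Of the genes that define this group of cells in the paper, *LamA* was analysed, and *aadc*, *dmd1* and *ophis* were not analysed here. The choice by mean *LamA* CPM (the UMIs of a gene scaled by all UMIs of the same cells) picked the same cluster. *LamA* was detected in 49 of its cells (89.1%, exact binomial 95% interval 77.8 to 95.9) and in 3.34% of all other cells. The *nrps* cluster held 233 *LamA* UMIs, or 3014 CPM, against 17.8 CPM in the other cells. In the cluster, *LamA* reached 3972 and 4061 CPM in the anterior libraries and 3313 and 2287 CPM in the posterior libraries. UMIs summed over the cluster and over the other cells of each library were compared with the library as a block and TMM scaling. The log2 fold change of *LamA* was 6.74 (standard error 0.48, adjusted *P* = 1.2e-42 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), with higher values in the cluster in 4 of 4 libraries. Without the library as a block, the adjusted *P* was 2.7e-08 in the same edgeR test. The setting that moved the fold change most, resolution 2 with library sizes in place of TMM factors, was chosen after the data were seen and gave 8.24.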

Among the top “cluster-defining” genes expressed exclusively in this group of cells is SMESG000023215.1 (Fold change = 9.8, *P*-value = 6.3^−21^) (Fig. 1*B*), a gene encoding a predicted NRPS similar to *Drosophila ebony* (18) and *Schistosoma mansoni nrps* (*Sm-nrps*) (19) (*SI Appendix*, Figs. S2 and S3*A*).

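In the *nrps* cluster, *nrps* (SMESG000023215.1) had 36 UMIs, or 466 CPM (exact Poisson 95% interval 326 to 645, counting error only). The other cells held 243 *nrps* UMIs, or 1.54 CPM. The cluster thus contained 12.9% of all *nrps* UMIs (exact binomial 95% interval 9.20 to 17.4). This share depended on the clustering: it was 45.9% at resolution 2 and 47.3% with all genes in the clustering. The log2 fold change between cluster and other cells was 7.28 (standard error 0.56, adjusted *P* = 1.6e-36 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and *nrps* was higher in the cluster in 4 of 4 libraries. Without the library as a block, the adjusted *P* of *nrps* was 5.5e-06 in the same edgeR test, so the size of *P* depends on the model. The log2 ratio of CPM values averaged 7.65 ± 1.06 (SD, n = 4 libraries), so that the difference was larger than the spread between libraries. TMM scaling placed the median log2 fold change of the 14396 genes tested at -1.77, and library sizes alone placed it at -1.16 and gave 7.91 for *nrps*. In simulated counts with no change planted, TMM placed this median at -0.86 and library sizes at -0.15, so 7.28 may lie too low. Among the alternatives, the finer clustering at resolution 2 with library sizes, chosen after the data were seen, moved the value most, to 9.73. Without posterior library 2 it was 6.30. By the ratio of CPM in the cluster to CPM in all other cells, *nrps* ranked 19 of the 1791 genes with at least 10 UMIs in the cluster.

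The paralog *nrps* (gut), with which *nrps* could share reads, had 4 UMIs in the cluster, or 51.7 CPM against 31.6 CPM in the other cells. Its log2 fold change was 0.11 (standard error 0.86, adjusted *P* = 0.93 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), with higher values in the cluster in 2 of 4 libraries, and its sign changed with the settings. The paper states that *nrps* is among the top genes that define this group of cells and is expressed exclusively there, and it then examined *nrps* by FISH in mature animals.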

**Fig. 1.**
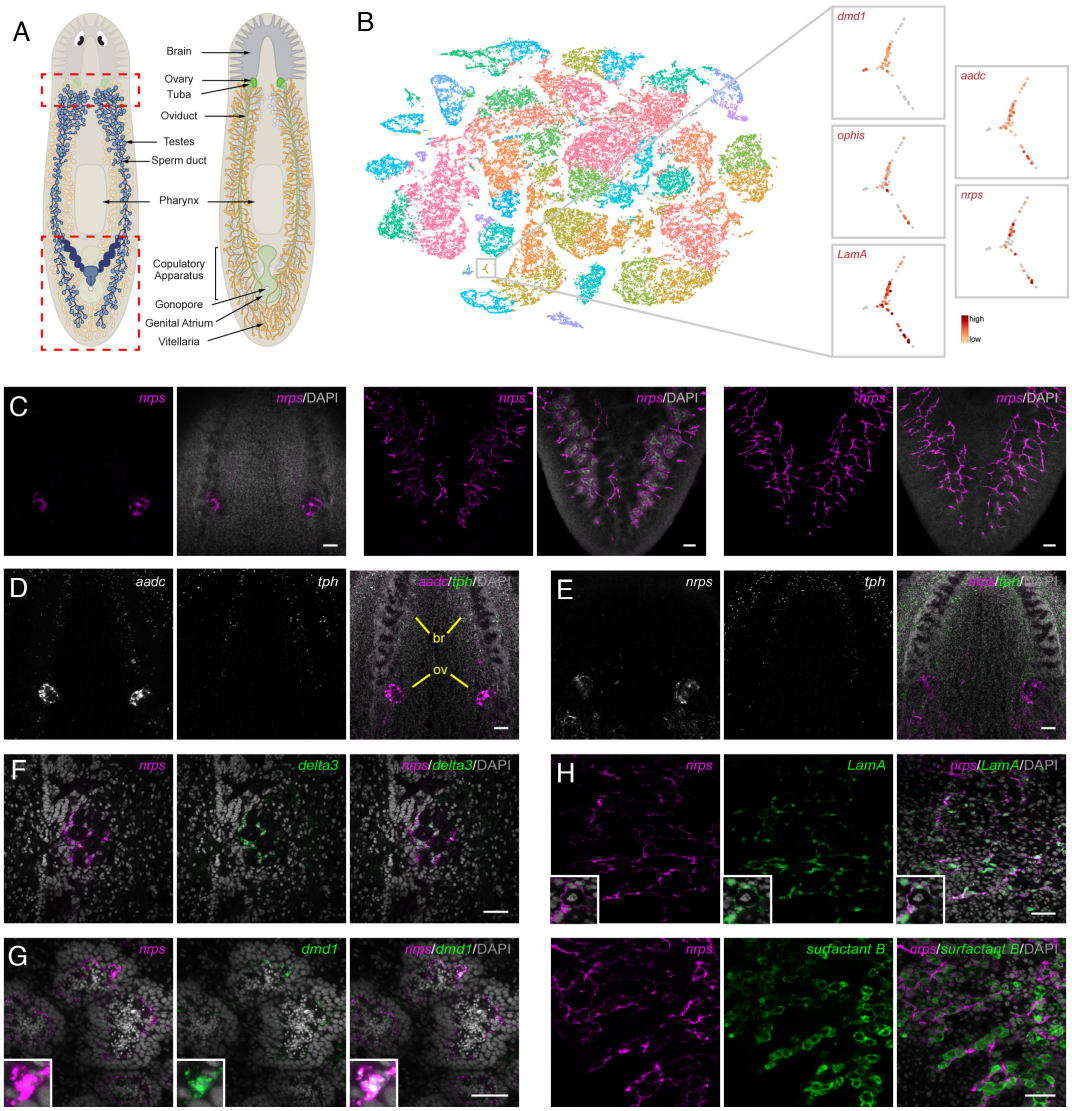
*nrps* is expressed in somatic support cells in gonads and vitellaria. (*A*) Schematic of dorsal (*Left*) and ventral (*Right*) views of various reproductive organs and landmark structures in adult sexual *S*. *mediterranea*. (*B*) t-distributed stochastic neighbor embedding (t-SNE) plot of 48,216 cells from sexual *S. mediterranea* clustered by shared gene expression into 39 major clusters. t-SNE plots of 73 cells that are highly enriched (red) for somatic gonadal gene markers *dmd1*, *ophis*, *LamA*, and *aadc*. Cells in this cluster also express *nrps*. (*C*) Maximum-intensity projections of confocal sections of *nrps* FISH (magenta) showing ovarian expression in the ventral head region (*Left*), testes in the dorsal tail region (*Middle*), and vitellaria in the ventral tail region (*Right*). Note the presence of branches from the vitellaria surrounding the testes in the *Middle* panels. (*D* and *E*) Projection showing dFISH of *aadc* or *nrps* (white/magenta) and serotonergic marker *tph* (white/green) in the ventral head region. *aadc*, but not *nrps*, is expressed in *tph^+^* serotonergic neurons. *aadc* and *nrps* are expressed in the ovary (ov) at the base of the brain (br). (*F*) Single confocal section of *nrps* (magenta) and *delta3* (green) coexpression in ovary. (*G*) dFISH of *nrps* (magenta) and somatic testis marker *dmd1* (green). *Insets* are high-magnification views of *nrps^+^ dmd1^+^* cell body. (*H*) dFISH of *nrps* (magenta) with *LamA* (green), or yolk cell marker *surfactant b* (green) in vitellaria of sexually mature planarians. *Insets* are high-magnification views of *nrps^+^ LamA^+^* somatic support cells surrounding a yolk cell. Nuclei are counterstained with DAPI (gray; *C*–*H*). (Scale bars, 100 µm (*C*–*E*), 50 µm (*F*–*H*).)

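Each of the 4 libraries showed *nrps* in the cluster above the other cells. In the anterior libraries, 5 and 7 *nrps* UMIs in the cluster corresponded to 584 and 451 CPM, against 1.56 and 3.23 CPM in the other cells. In the posterior libraries, 1 and 23 UMIs corresponded to 72.0 and 584 CPM, against 0.847 and 1.61 CPM. The value of posterior library 1 rests on 1 UMI, and its exact Poisson 95% interval runs from 1.82 to 401 CPM. At resolution 2 the cluster gained cells and the 4 libraries gave 532, 1344, 311 and 1360 CPM from 5, 46, 6 and 71 UMIs. The difference between cluster and other cells did not differ detectably between regions: the posterior minus anterior log2 fold change was 1.02 (standard error 1.07, adjusted *P* = 1 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In that test 0 genes had an adjusted *P* under 0.05 and 77 an unadjusted *P* under 0.05.

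Because *nrps* itself picked the cluster, the choice was repeated with each library left out. The other libraries picked the same cluster in all 4 cases. In the library left out, 44.4% and 35.7% of the cluster's anterior cells were *nrps*-positive, and 12.5% and 37.5% of its posterior cells. The share was 0.253% and 0.260% in the other anterior cells and 0.333% and 0.310% in the other posterior cells.

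**Figure D1:**
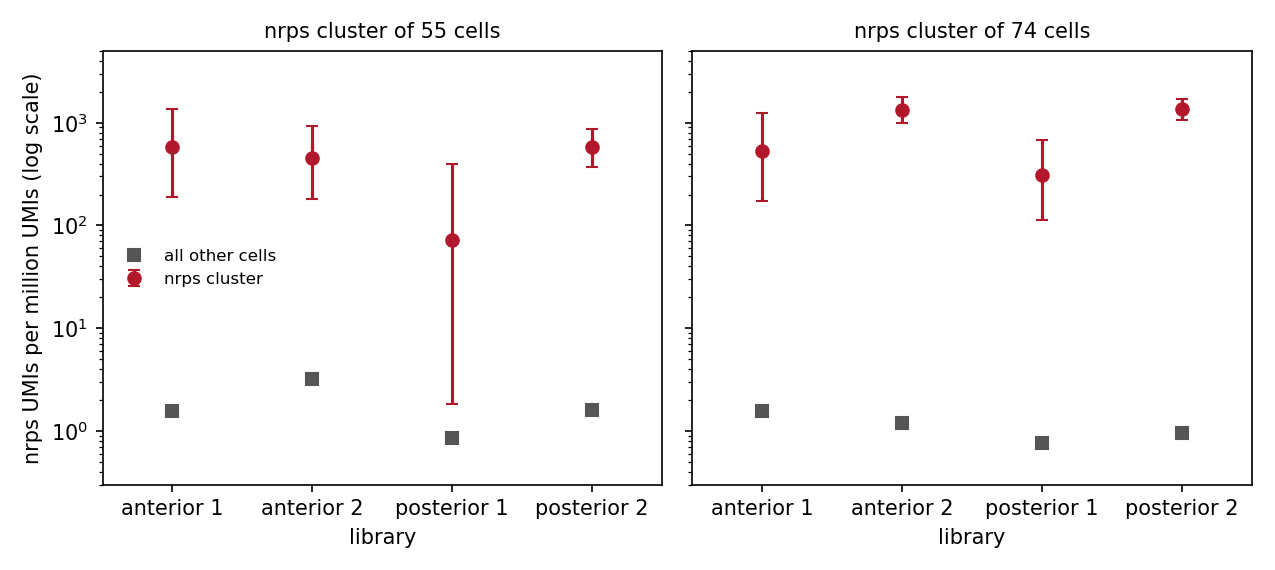
*nrps* CPM (log axis) in the *nrps* cluster (circles, with exact Poisson 95% intervals) and in all other cells (squares) of the 4 libraries, with the cluster of 55 cells on the left and the cluster of 74 cells found at resolution 2 on the right. In each library the circle lies above the square, on the left by the smallest ratio in posterior library 1 (72.0 against 0.847) and the largest in anterior library 1 (584 against 1.56).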

To validate the single-cell sequencing results, we used fluorescent in situ hybridization (FISH) to examine *Smed-nrps* (for brevity, referred to hereafter as *nrps*) expression in mature sexual planarians. We detected *nrps* expression exclusively in ovaries, testes, and vitellaria (Fig. 1*C*). Unlike *aadc*, which is also expressed neuronally with the serotonergic marker tryptophan hydroxylase (*tph*; Fig. 1*D*), *nrps* expression is restricted to the gonads and vitellaria (Fig. 1 *C* and *E*). To define the gonadal cell type(s) in which *nrps* is expressed, we performed double FISH to detect *nrps* and known somatic gonadal markers. In the ovaries, *nrps* expression is restricted to the *delta3^+^* and *aadc^+^* somatic gonadal cells that envelop the oogonia and oocytes (Fig. 1*F* and *SI Appendix*, Fig. S3*B*). Similarly, in the testes, *nrps* is expressed in *dmd1^+^* and *ophis^+^* somatic gonadal cells, which form long cytoplasmic projections that encyst the developing male germline (Fig. 1*G* and *SI Appendix*, Fig. S3*C*). In vitellaria, *nrps* is expressed in the *LamA^+^ aadc^+^* somatic support cells that envelop *surfactant b^+^* yolk cells (12) (Fig. 1*H* and *SI Appendix*, Fig. S3*D*). Thus, *nrps* is expressed in somatic gonadal/support cells (many of which are *aadc^+^*) in female and male reproductive organs.

### *nrps* RNAi Phenocopies *aadc* Knockdown.

Having demonstrated that *nrps* is a somatic gonadal/support cell marker in gonads and vitellaria, we asked whether it is required for the development of these reproductive organs. We performed *nrps* RNAi by feeding hatchlings double-stranded RNA (dsRNA) twice a week for 4 wk (the amount of time it takes for control planarians to reach sexual maturity). We tested for *nrps* RNAi specificity by feeding animals dsRNA targeting three distinct regions of *nrps* (*SI Appendix*, Fig. S4*A*) and confirmed by quantitative PCR (qPCR) that *nrps* was significantly knocked down (*SI Appendix*, Fig. S4*B*). We examined the effects of *nrps* knockdown on female reproductive development by double FISH to detect the germline stem cell marker *klf4l* (17) with early germ cell marker *nanos* (17, 20–23) or somatic gonadal/support cell marker *ophis*. *nrps* RNAi resulted in a significant reduction or complete loss of *klf4l^+^ nanos^+^* germ cells in the anterior ovarian fields located mediolaterally along the brain and within the ovaries themselves. All ovaries were devoid of mature germ cells (Fig. 2*A*). Similarly, *nrps* RNAi animals did not have any vitellaria (Fig. 2*B*). The ablation of female germ cell and yolk cell lineages in *nrps* RNAi animals likely results from loss of *ophis^+^* ovarian somatic gonadal cells and vitelline support cells (Fig. 2 *B* and *C*); in the absence of their respective niches, female germ and yolk cells are not maintained.

**Fig. 2.**
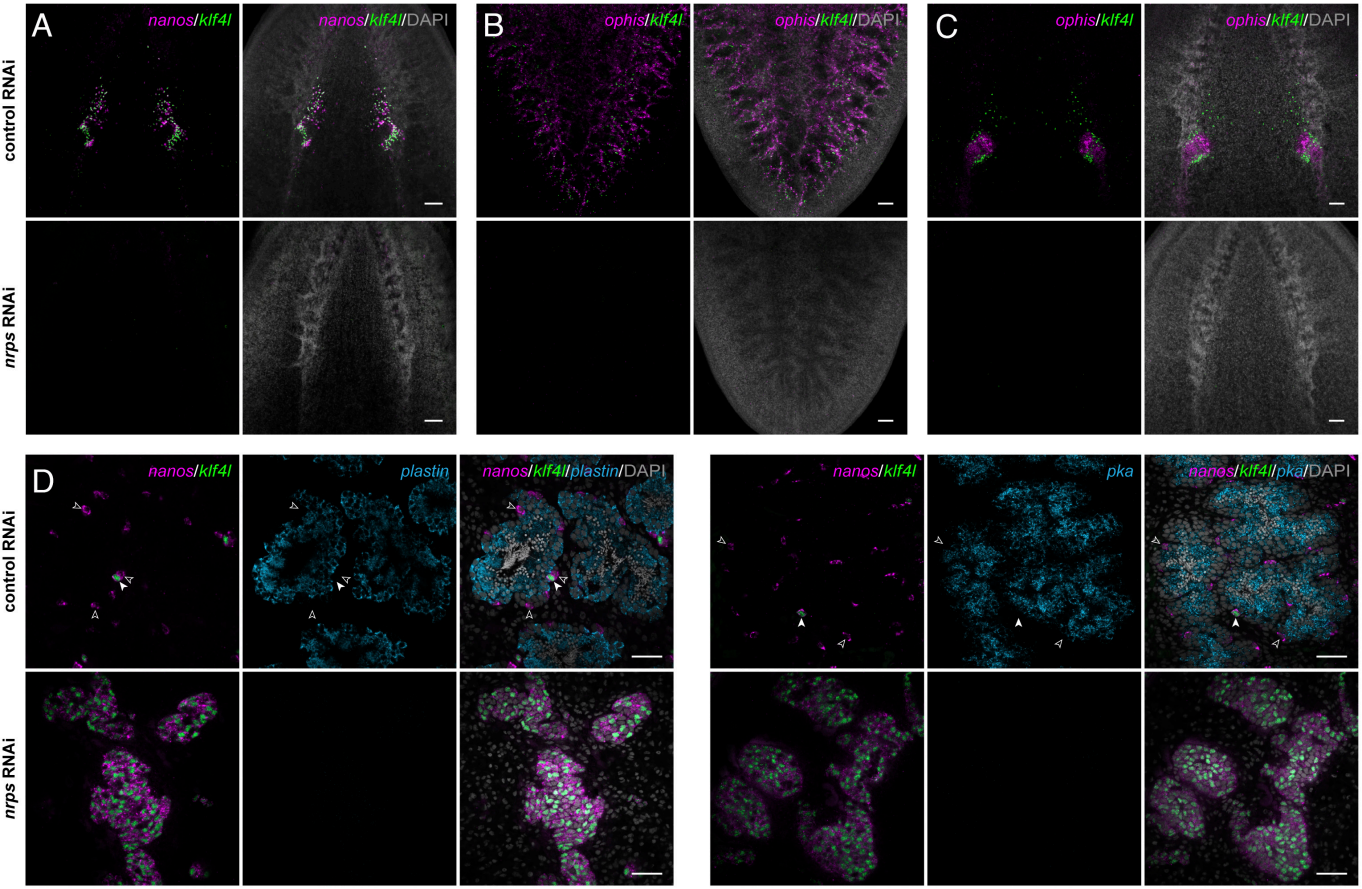
*nrps* is required for gametogenesis, vitellogenesis, and maintenance of somatic cells in adult ovaries and vitellaria. (*A*) Projections of confocal sections showing dFISH of *klf4l* (green) with *nanos* (magenta) in the ovarian fields and ovaries located posterior to the brain of sexually mature planarians. (*B*) Projections of confocal sections showing dFISH of *klf4l* (green) with *ophis* (magenta) in the vitellaria in the ventral posterior region. (*C*) Projections of confocal sections showing dFISH of *klf4l* (green) with *ophis* (magenta) in the ovaries. (*D*) Confocal sections showing dFISH of *klf4l* (green), *nanos* (magenta), and *plastin* (differentiating spermatogonia, spermatocytes, spermatids; cyan) or *pka* (spermatids; cyan) in testes of sexually mature control vs. *nrps* RNAi planarians. *nrps* RNAi results in hyperplastic testes consisting of excess *klf4l^+^ nanos^+^* early germ cells and lacking sperm. *klf4l^+^ nanos^+^* (filled arrowhead) and *klf4l*^–^ *nanos^+^* (unfilled arrowhead) germ cells do not express differentiation markers *plastin* or *pka*. Hyperplastic testes in *nrps* RNAi display a severe-to-complete loss of *plastin^+^* and *pka^+^*differentiated germ cells. n = 12 to 26 animals per RNAi condition. Nuclei are counterstained with DAPI (gray; *A*–*D*). (Scale bars, 100 µm (*A*–*C*), 50 µm (*D*).)

In contrast to the loss of ovaries, hyperplastic testes develop in *nrps* RNAi animals. In control testes, early *klf4l^+^ nanos^+^* germ cells are found around the periphery with spermatogenesis progressing toward the lumen where differentiating *plastin^+^* and *pka^+^* germ cells are found (24–26) and mature sperm are released. By contrast, *nrps* RNAi testes displayed a dramatic expansion of early *klf4l^+^* and *nanos^+^* germ cells and completely lacked *pka^+^* differentiated male germ cells (Fig. 2*D*) and only showed occasional *plastin^+^* spermatogonia in some testes (*SI Appendix*, Fig. S5). The phenotypes observed in *nrps* RNAi animals—loss of female reproductive tissues and testis hyperplasia—are similar to those found in *aadc* knockdowns.

### *nrps* and *aadc* are Required for the Synthesis of the Dipeptide β-Alanyl-Tryptamine (BATT).

The similarities in their expression patterns and the phenotypes observed in *aadc* and *nrps* knockdown animals suggested that these enzymes may operate in the same pathway. Support for this idea comes from the reported functions of NRPS in other animals. *ebony* is a well-known *Drosophila* gene: Fly mutants displaying a darkly pigmented, or “ebony,” cuticle color were first described over a century ago (27). Molecular cloning of *ebony* revealed that it encodes a NRPS that conjugates β-alanine to monoamine transmitters, like dopamine and histamine, to generate β-alanyl-monoamine conjugates (18, 28). More recently, the product of a related *nrps* from the parasitic flatworm *Schistosoma mansoni* was shown to conjugate β-alanine to tryptamine, generating the dipeptide BATT (19). In contrast to the modification catalyzed by *Drosophila* Ebony, which inactivates monoamine signals, the production of BATT by the male schistosome triggers the reproductive maturation of his female partner (19).

To identify the product(s) of NRPS activity in *S. mediterranea*, we performed liquid chromatography–mass spectrometry (LC–MS) analysis on whole planarian extracts (Fig. 3*A*). Of the possible β-alanyl-monoamine conjugates, we only detected BATT in planarians and found that mature sexual planarians synthesize significantly more BATT than either sexual hatchlings or asexual planarians, both of which lack mature reproductive organs (Fig. 3*A*). BATT was undetectable following knockdown of either *nrps* or *aadc*, whereas BATT abundance was unaffected by dsRNAs targeting control bacterial sequences or a paralogous *nrps* gene expressed in the gut (Fig. 3*B* and *SI Appendix*, Fig. S6). Furthermore, BATT abundance was significantly decreased after *ophis* RNAi, which causes defects in the somatic niches of ovaries, testes, and vitellaria, but not in *klf4l* knockdowns, which affect the germ cell and yolk cell lineages. Thus, production of BATT requires the functions of both *nrps* and *aadc*. These data are consistent with a pathway in which AADC produces the monoamine tryptamine from tryptophan and then NRPS catalyzes the conjugation of β-alanine to tryptamine, to generate BATT in somatic gonadal cells (Fig. 3*C*).

**Fig. 3.**
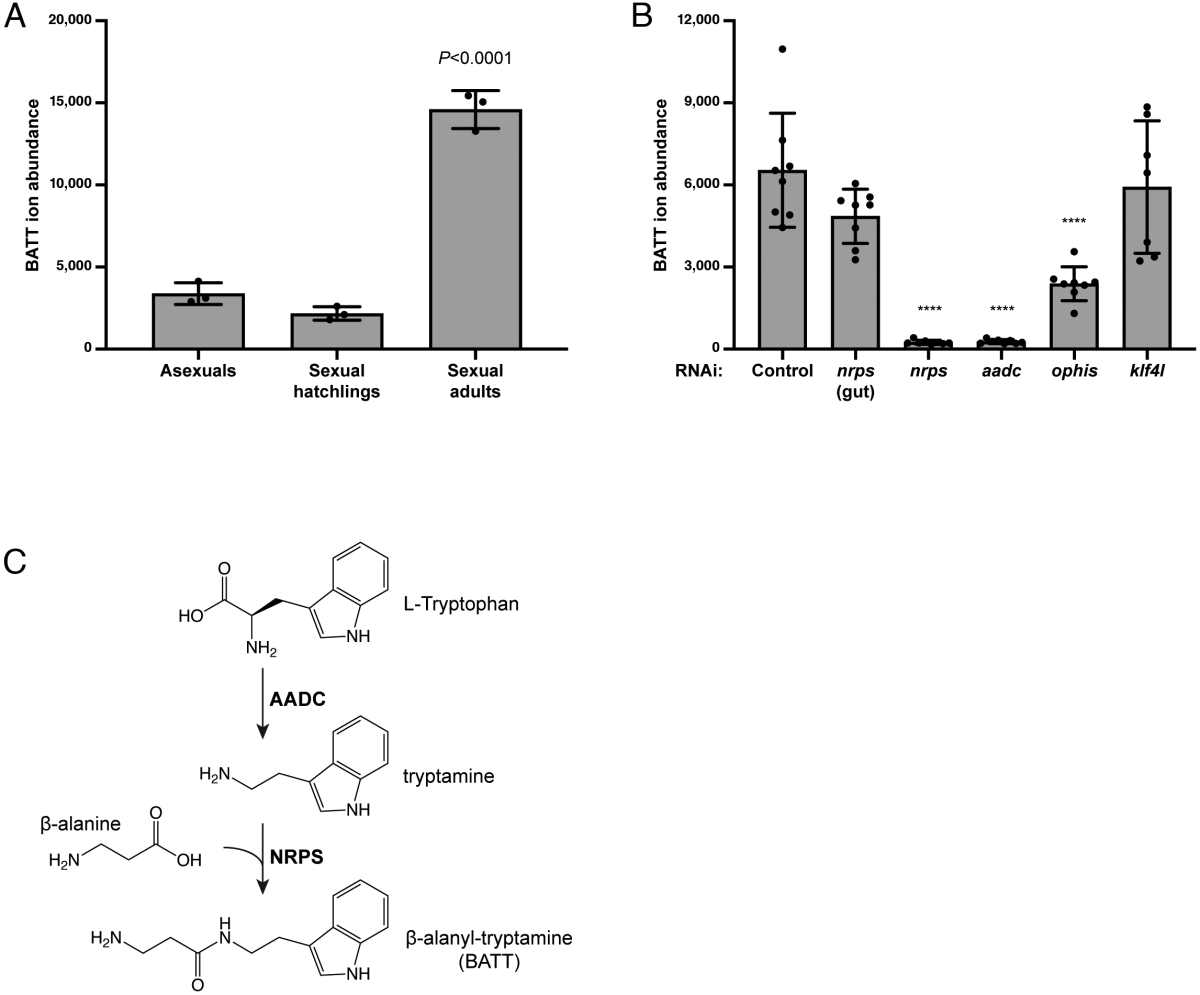
BATT synthesis in sexual planarians requires *nrps* and *aadc* in somatic gonadal cells. (*A*) Relative abundance of BATT ions detected by LC–MS in asexual planarians, sexually immature hatchlings, and sexually mature adults. Mature sexual planarians have significantly more BATT compared to either asexual animals or sexual hatchlings both of which lack reproductive structures. n = 3 biological replicates, *P* < 0.0001, one-way ANOVA. Data are presented as mean ± SD. (*B*) Relative abundance of BATT ions in sexually mature planarians after the following RNAi treatments: control, *nrps* (gut; a paralogue of *nrps* expressed in the gut but not in reproductive tissues acts as a specificity control), *nrps*, *aadc*, *ophis* (somatic gonadal cells in the ovaries, testes, and vitellaria), and *klf4l* (female/male germline stem cells and yolk cell progenitors). n = 8 biological replicates per RNAi condition. *P* < 0.0001, one-way ANOVA. Data are presented as mean ± SD. (*C*) Proposed pathway for BATT synthesis: AADC catalyzes decarboxylation of L-tryptophan to the monoamine tryptamine, and subsequently NRPS conjugates β-alanine to tryptamine to produce the dipeptide BATT.

### BATT Rescues *nrps* and *aadc* Knockdowns.

If the dramatic phenotypes observed following RNAi-mediated knockdown of *nrps* or *aadc* result from an inability to synthesize BATT, then supplying exogenous BATT to knockdown animals should restore the development of their reproductive system. Increasing concentrations of chemically synthesized BATT were delivered to planarians via feeding. Control RNAi animals exposed to synthetic BATT (0.1 to 100 μM) all displayed wild-type ovaries. In contrast, the ovary-loss phenotype observed in *nrps* knockdown planarians was rescued in a dose-dependent manner when they were exposed to increasing concentrations of synthetic BATT (Fig. 4*A*). With 100 μM BATT supplementation, ovaries were indistinguishable from controls. Intriguingly, wild-type planarians receiving the highest dose of BATT displayed precocious sexual maturation, as indicated by the appearance of a gonopore (*SI Appendix*, Fig. S7).

**Fig. 4.**
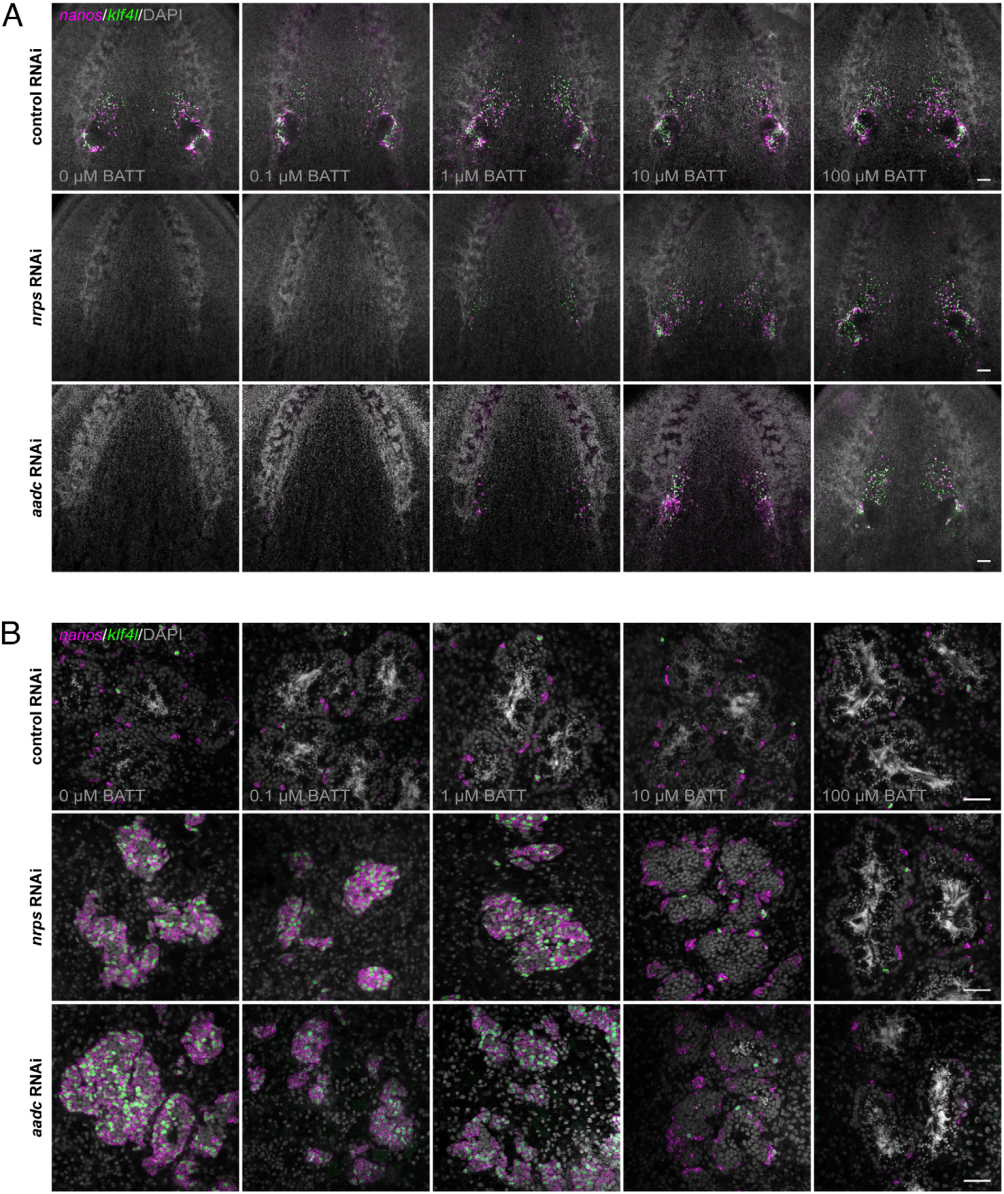
BATT rescues *nrps* and *aadc* knockdowns. (*A*) Projections of confocal sections showing dFISH of *klf4l* (germline stem cells; green) and *nanos* (early germ cells; magenta) in the ventral head region of adult sexual RNAi animals. RNAi animals were supplemented with indicated concentrations of BATT by feeding. Ovaries from control RNAi animals fed increasing concentrations of BATT appear wild type; *klf4l*- and *nanos*-expressing cells are found along the periphery of the ovaries and in anterior ovarian fields. Ovary ablation is observed in all *nrps* and *aadc* knockdowns and is rescued in a dose-dependent manner by BATT feeding. All ovaries display intermediate rescues at the levels shown when supplemented with lower concentrations of BATT (1, 10 µM); ovaries are indistinguishable from controls at the highest BATT concentration (100 µM). (*B*) Confocal sections of *klf4l* (green) and *nanos* (magenta) dFISH showing few *klf4l*/*nanos* double-positive germline stem cells and *nanos* single-positive early germ cells along each testis periphery. All stages of spermatogenesis are present in control animals ±BATT. The testis hyperplasia phenotype observed in all *nrps* and *aadc* knockdowns is rescued by BATT supplementation. Partial rescues at the levels shown are observed in testes of all RNAi animals when supplemented with lower concentrations of BATT (1, 10 µM); 100% of *nrps* and *aadc* RNAi animals supplemented with 100 µM BATT look wild type. N = 3 control RNAi experiments, n = 26 to 30 animals per BATT supplementation concentration. N = 3 *nrps* RNAi experiments, n = 24 to 30 animals per BATT concentration. N = 2 *aadc* RNAi experiments, n = 17 to 20 animals per BATT concentration. Nuclei are counterstained with DAPI (gray; *A* and *B*). (Scale bars, 100 µm (*A*), 50 µm (*B*).)

Unlike control testes, which contain a handful of *klf4l^+^ nanos^+^* germline stem cells around the periphery, all stages of spermatogenesis, and mature sperm in the lumen, testes of *nrps* RNAi animals that were not exposed to BATT were hyperplastic and filled primarily with *klf4l^+^*and *nanos^+^* undifferentiated germ cells. However, when exposed to increasing concentrations of BATT, testes from *nrps* knockdown animals were rescued back to wild type in a dose-dependent manner (Fig. 4*B*). Importantly, beyond morphological rescue after BATT exposure, reproductive function was fully restored: These animals laid eggs that produced viable embryos. Exposure of *aadc* RNAi planarians to exogenous BATT resulted in similar restoration to wild-type ovary and testis function (Fig. 4 *A* and *B*). Thus, the reproductive system defects of *aadc* RNAi or *nrps* RNAi planarians are due to loss of the BATT signal.

## Discussion

Here, we showed that the nonribosomal peptide BATT acts as a critical signal to activate reproductive system development in the planarian (Fig. 5). Because the expression of *nrps*, which is required for BATT synthesis, is restricted to somatic gonadal cells, these cells appear to be the source of this signaling molecule. The expression of the monoamine-transmitter-biosynthetic enzyme AADC in *nrps^+^* somatic gonadal cells, the similarity between *aadc* and *nrps* knockdown phenotypes, as well as the rescue of these knockdowns by exogenous BATT reflect a nonneuronal role for AADC: production of tryptamine as a substrate for β-alanylation by NRPS, ultimately yielding BATT.

**Fig. 5.**
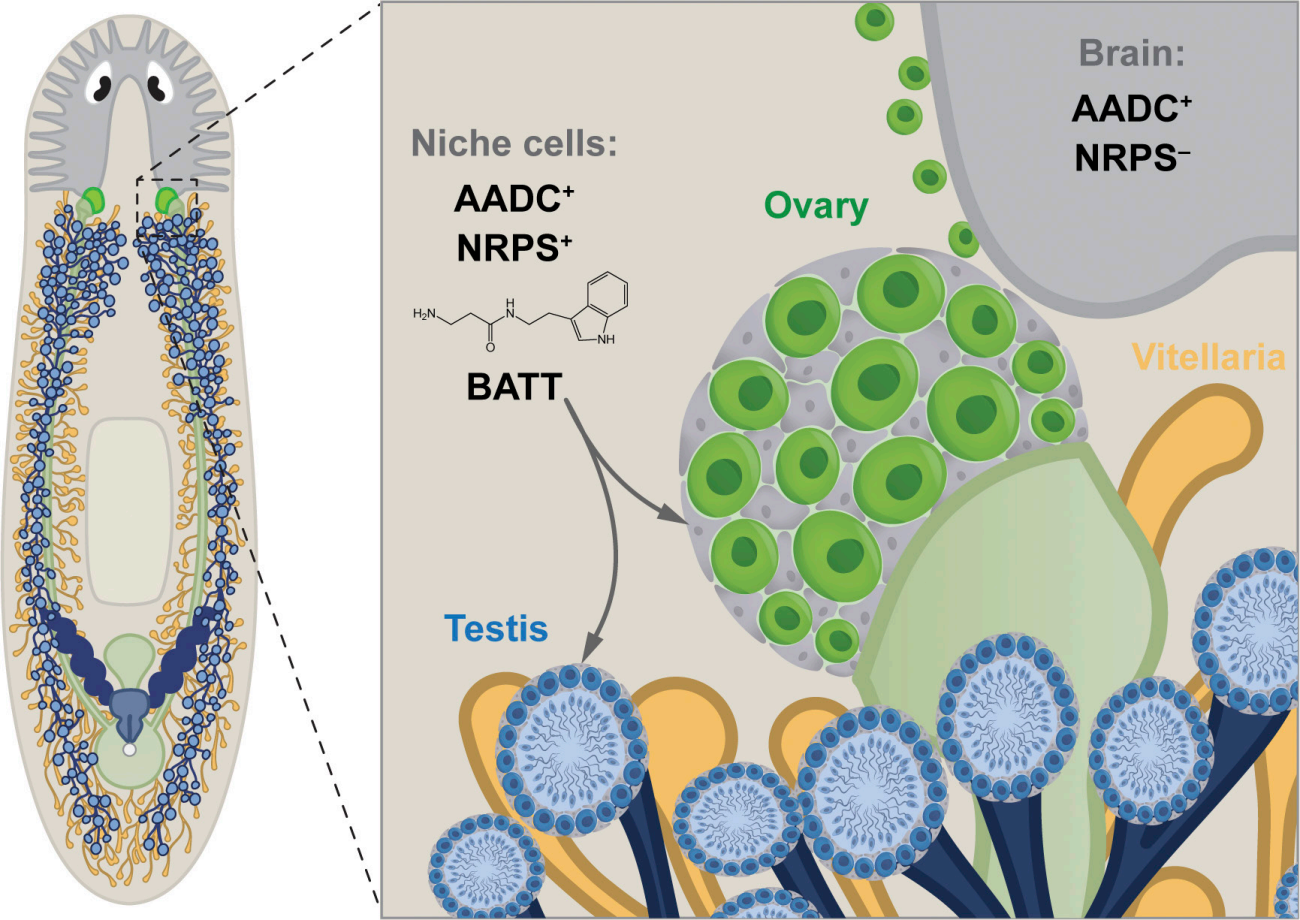
Niche cells produce the monoamine-derived dipeptide BATT to regulate germ cell development. Model showing that in addition to the conserved role of AADC in serotonergic and dopaminergic neurons in the nervous system, it produces the monoamine tryptamine in the somatic gonadal cells of various reproductive organs that coexpress NRPS. Somatic gonadal cells that coexpress AADC and NRPS produce BATT, which acts as a localized niche signal regulating germ cell development.

Based on analysis of *Drosophila* Ebony, β-alanylation of monoamines was thought simply to inactivate these important signaling molecules. For example, in *Drosophila* epidermal cells, Ebony converts the melanin precursor dopamine to β-alanyl-dopamine (29–31). In *ebony* mutants, excess dopamine accumulates and is converted into melanin, resulting in hyperpigmented flies (32). In glial cells surrounding the photoreceptors, Ebony converts the photoreceptor neurotransmitter histamine to β-alanyl-histamine (carcinine), inactivating it and facilitating its recycling back to photoreceptors (18, 28, 33–35). *ebony* mutants display optomotor and visual system defects (36–38), revealing the importance of this mode of regulating dopamine and histamine metabolism.

The recent identification of BATT as a male-derived trigger of schistosome female reproductive development (19) revealed that such β-alanyl-monoamine conjugates can also act as signals in their own rights. Finding that planarians also deploy BATT as a critical reproductive signal demonstrates that the use of such β-alanyl-monoamine conjugates as signaling molecules is not a parasite-specific innovation. How are these unusual signals transduced? Do they signal through GPCRs like related monoamines, or do other players mediate their signaling activities? The opposite effects of *nrps* knockdown on female and male germ cell development (loss of ovaries, development of hyperplastic testes) provide a useful system for dissecting the mechanisms downstream of the BATT signal.

In schistosome males, expression of *nrps* is triggered in a ventral population of neurons upon pairing with the female partner; release of BATT from the male then induces female sexual development and egg laying (19). The expression of BATT synthetic machinery in somatic gonadal cells of planarians provides a striking contrast with the male-specific, neuronal expression observed in schistosomes. Is this alteration in the source of BATT in schistosomes relative to the free-living planarian related to their parasitism or the evolution of separate sexes (which is unique among flatworms)? Have male schistosomes been converted into the functional equivalent of a somatic niche for their partners? Wider sampling of *nrps* expression and BATT function throughout the flatworms (both free-living and parasitic) should help resolve these questions.

NRPS enzymes are typically found (and best characterized) in bacteria and fungi, in which they generate diverse metabolites ranging from virulence factors and toxins to antibiotics (39). Aside from a handful of examples (40–42), NRPS function in metazoans represents largely uncharted territory. The observation that both planarians and schistosomes use BATT as a reproductive signal suggests an ancient and conserved role for *nrps* genes, at least among flatworms. Because *nrps*-related sequences have been identified in many other animals (42), future work may reveal other monoamine conjugates acting as signaling molecules more broadly throughout the animal kingdom.

## Materials and Methods

### Planarian Culture.

Sexual *S*. *mediterranea* (25) were maintained in 0.75× Montjuïc salts (43) at 18 °C. Asexual *S. mediterranea* (clonal strain CIW4) (44) were maintained in 1× Montjuïc salts at 21 °C. Planarians were housed in recirculating systems, reared on a calf liver purée diet, and starved for 1 wk before experimentation.

### Single-Cell RNA Sequencing.

Single-cell suspensions were generated as previously described (14) from tissues enriched for reproductive organs (outlined in Fig. 1*A*) from sexually mature *S. mediterranea*. Briefly, tissue sections from 15 to 20 planarians were finely diced into small fragments (<1 mm) and transferred to a 15 mL conical with CMFB (calcium-magnesium-free solution [400 mg/L NaH_2_PO_4_, 800 mg/L NaCl, 1,200 mg/L KCl, 800 mg/L NaHCO_3_, 1.33 mM glucose, 15 mM HEPES pH 7.3] with 1% BSA) supplemented with 10 μg/mL collagenase. Cell dissociations were assisted by mechanical agitation on a nutator with intermittent pipetting. Cells were dissociated for ~10 min, passed through a 40-μm filter, and pelleted by centrifugation for 5 min at 310 × *g*. After supernatant removal, the cell pellet was resuspended in 4 mL of CMFB. Cells were incubated in Hoechst 33342 (20 µg/mL) for 45 min and then stained with propidium iodide (PI; 1 µg/µL) immediately before sorting on a FACSAria (BD Biosciences). Single, live cells were collected as described (45) and loaded on to a Chromium iX instrument following the library preparation protocol in the Chromium Next GEM Single Cell 3′ Reagent Kits v3.1 user guide. Sample libraries were sequenced on an Illumina NovaSeq. Single-cell RNA sequencing data were analyzed by the UW Bioinformatics Resource Center. Data were demultiplexed using the Cell Ranger Single Cell Software Suite (10X Genomics), mkfastq command wrapped around Illumina’s bcl2fastq. Cell Ranger software was then used to perform alignment to the sexual *S. mediterranea* S2F2 genome (version SMESG.1) (46, 47), as well as filtering, barcode counting, unique molecular identifier (UMI) counting, and gene expression estimation for each sample. Gene expression estimates from each sample were then aggregated using Cellranger (cellranger aggr) to compare experimental groups with normalized sequencing-depth and expression data.

### Cloning Genes for Riboprobe or dsRNA Synthesis.

Cloning was performed as previously described (10). Briefly, genes (*SI Appendix*, Table S1) were cloned by PCR amplification of cDNA synthesized from RNA isolated from sexual *S*. *mediterranea*. Gene-specific primers (*SI Appendix*, Table S2) were used, and amplified products were ligated into pJC53.2 plasmid via TA cloning. Antisense riboprobes for in situ hybridization experiments were generated by in vitro transcription reactions with T3 RNA polymerase (48). dsRNA for RNAi experiments was generated by in vitro transcription reactions with T7 RNA polymerase (9).

### In Situ Hybridization.

Fluorescent and colorimetric in situ hybridization (ISH) protocols were performed as previously described (48, 49) with the following modifications for sexual planarians (17): Adult sexual planarians were killed in 7.5% N-acetyl-L-cysteine in 1× Phosphate-Buffered Saline (PBS) for 10 min; fixed in 4% formaldehyde in PBSTx (1× PBS + 0.1% Triton X-100) for 25 to 30 min; bleached in Bleaching Solution (1× SSC solution containing 5% deionized formamide and 1.2% hydrogen peroxide) for 4 h; incubated in PBSTx containing 10 μg/mL Proteinase K and 0.1% SDS for 20 min; and refixed in 4% formaldehyde in PBSTx for 15 min. For FISH, planarians were blocked in Blocking Solution [5% heat-inactivated horse serum, 5% Roche Western Blocking Buffer in TNTx (0.1 M Tris pH 7.5, 0.15 M NaCl, 0.3% Triton X-100)] for 2 h at room temperature; and incubated in Blocking Solution containing anti-Digoxigenin-POD (1:2,000), anti-Dinitrophenyl-HRP (1:2,000), or anti-Fluorescein-POD (1:2,000) for 8 h at 12 °C. For fluorescent development of riboprobes, tyramide signal amplification reactions were performed for 30 min. For colorimetric ISH, planarians were blocked in Blocking Solution (5% heat-inactivated horse serum in TNTx) for 2 h at room temperature and incubated in Blocking Solution containing anti-DIG-AP for 8 h at 12 °C. Colorimetric development was performed with NBT/BCIP.

### RNA Interference.

dsRNA was generated as previously described (9), diluted in a final volume of 80 to 100 μL of water, and annealed. dsRNA was mixed with homogenized calf liver (1:3) and 1 to 2 μL of food coloring, and fed to animals two times per week for 4 wk. dsRNA generated from the bacterial *CamR* and *ccdB*-containing insert of pJC53.2 was used for control RNAi feedings (10).

### BATT Supplementation.

BATT (MuseChem) (19), β-alanine (Sigma-Aldrich, 146064), and tryptamine (Sigma-Aldrich, 193747) were added to planarian food (liver, or liver and dsRNA) at final concentrations of 100, 10, 1, or 0.1 µM.

### Imaging.

Confocal imaging was performed with a ZEISS LSM 880 or 980 with a C-Apochromat 10×/0.45 W M27 or Plan-Apochromat 40×/1.3 Oil DIC (Differential-Interference Contrast) M27 objective. Linear adjustments and maximum intensity projections were made with ZEISS ZEN 3.1 (Blue) software.

### LC–MS.

To detect endogenous levels of BATT, planarians were flash-frozen in liquid nitrogen and homogenized in 1 mL ice-cold 80% methanol in water (vol/vol) using an ultrasonicator (30 s × 3 times at the highest setting). Homogenates were vortexed and 200 µL was diluted in 800 µL ice-cold 80% methanol. This mixture was vortexed again for 1 min, centrifuged at maximum speed for 15 min at 4 °C, and this supernatant (1 mL) containing the metabolome extract was transferred to a new tube and stored at −80 °C. To normalize between samples, protein concentrations in sample pellets were quantified using a BCA assay (Thermo Scientific, 23225). LC–MS studies using metabolome extracts (corresponding to 70 or 100 µg of protein, depending on the replicate) were performed as previously described (19).

### qPCR.

qPCR was performed as previously described (17). Briefly, total RNA was extracted with TRIzol reagent from RNAi planarians that had been starved 1 wk after the final dsRNA feeding. Total RNA was DNase-treated, purified (RNA Clean & Concentrator Kit, Zymo Research Corporation), and reverse transcribed into cDNA (iScript cDNA Synthesis Kit, Bio-Rad Laboratories, Inc.). *nrps* primers (*SI Appendix*, Table S2) were designed to sequences outside of the dsRNA target sequence (i.e., the sequence cloned into pJC53.2). qPCR reactions were set up with GoTaq qPCR Master Mix reagent system (Promega) and run on a StepOnePlus Real-Time PCR System (Applied Biosystems, Thermo Fisher Scientific). Gene expression levels were normalized to the endogenous control gene *β-tubulin*. The ΔΔCt method was used to analyze relative changes in *nrps* expression in RNAi knockdowns (four biological replicates, three technical replicates each). 2^−ΔΔCt^ values (normalized to control RNAi) with 95% CIs were calculated in Microsoft Excel and plotted using GraphPad Prism software.

### Protein Alignment.

MUSCLE alignment of the following protein sequences was performed using Jalview software (using default settings): *Drosophila melanogaster* Ebony (NP_524431.2), *S. mediterrranea* NRPS, *S. mansoni* NRPS (A0A3Q0KR05.1).

## Supplementary Material

Appendix 01

## Data Availability

Raw and processed data files associated with this study have been deposited in the Gene Expression Omnibus (GEO) (50) under the accession number GSE267865 (51). All other data are included in the manuscript and/or *SI Appendix*.

# Supplementary material for: A niche-derived nonribosomal peptide triggers planarian sexual development
**Source:** Proc Natl Acad Sci U S A. 2024 Jun 18;121(26):e2321349121. doi: 10.1073/pnas.2321349121
**Supplement:** Supplementary file 1 — Appendix 01

## **Supporting Information for**

A niche-derived nonribosomal peptide triggers planarian sexual development.

Melanie Issigonis, Katherine L. Browder, Rui Chen, James J. Collins III, Phillip A. Newmark

Phillip A. Newmark  

### **This PDF file includes:**

Figures S1 to S7  
Tables S1 to S2  
SI References

**A**

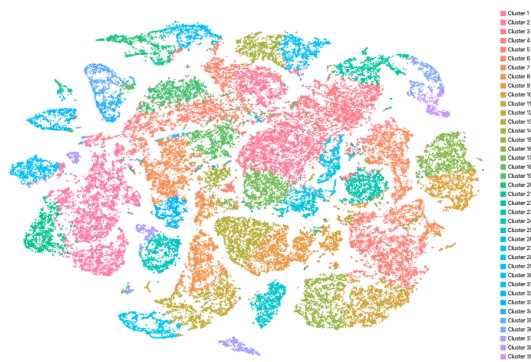

**B**

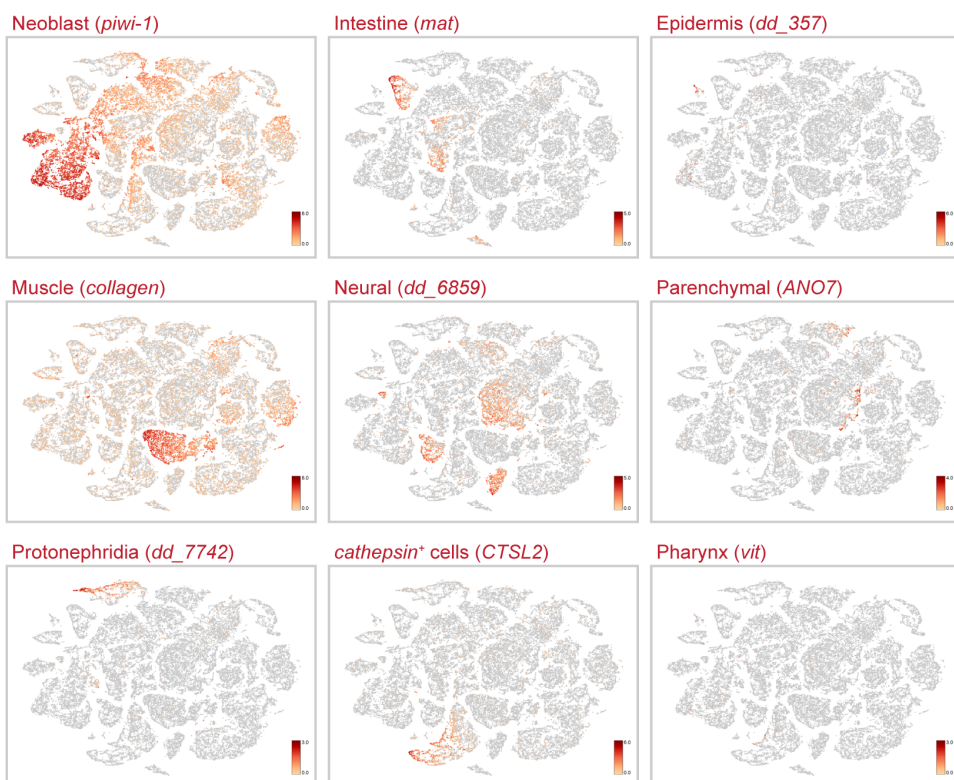

**C**

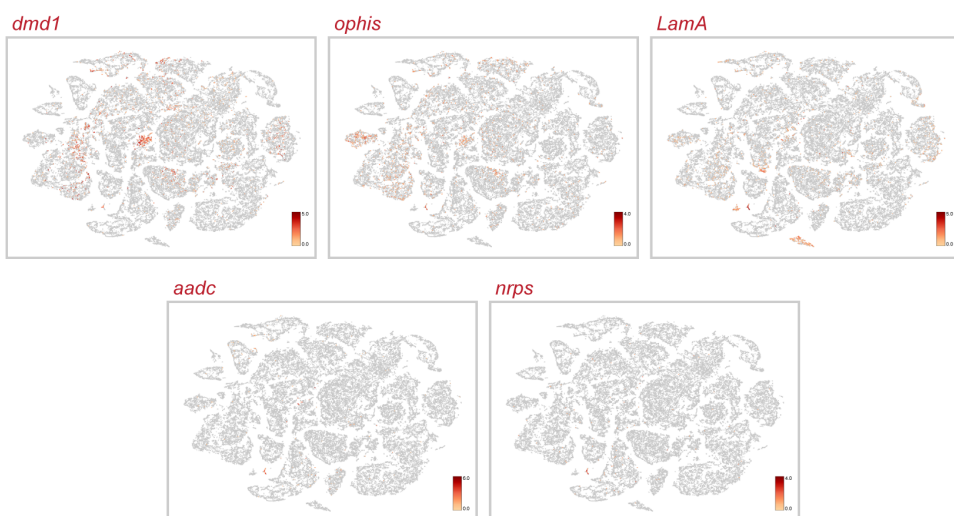

**Fig. S1. Single-cell RNA sequencing of cells from sexual *S. mediterranea*.** (A) t-SNE plot of 39 clusters. (B) t-SNE plots of representative genes for nine major planarian tissue classes previously characterized in asexual *S. mediterranea* (1). All somatic tissue classes are present except for pharyngeal cells, which are not detected in this sexual scRNA-seq dataset since we enriched for reproductive tissues lacking this organ. (C) t-SNE plots showing expression of somatic gonadal gene markers *dmd1*, *ophis*, *LamA*, *aadc*, and *nrps*.

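The cells were clustered again from the UMI counts. Counts were scaled to 10000 UMIs per cell and log-transformed, and the 3000 most variable genes were reduced to 50 principal components. Each cell was joined to its 20 nearest neighbors. The resolution of the Leiden clustering was raised from 0.5 in steps of 0.5 until at least 39 clusters appeared, the number that the paper gives. It was raised further while the *nrps* cluster held more than a fixed multiple of the paper's 73 cells. Resolution 1 gave 51 clusters, and resolution 2 gave 63. Other random seeds at resolution 1 gave between 47 and 51 clusters, with 55 cells in the *nrps* cluster for each of 9 added seeds. Under the same rule, 10 nearest neighbors gave 40 clusters at resolution 0.5, and genes scaled within each library gave 47 at resolution 1. Clusters were not named by tissue class, since fewer than 3 marker genes of any class could be matched to the gene list here, and are given by number.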

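Over all cells, *nrps* was detected in 162 cells (0.336%), 126 of them with 1 UMI, and *LamA* in 1658 cells. Of the cells of anterior libraries 1 and 2, 0.312% (exact binomial 95% interval 0.194 to 0.477) and 0.308% (0.211 to 0.435) were *nrps*-positive. Of the cells of posterior libraries 1 and 2, 0.341% (0.245 to 0.462) and 0.356% (0.277 to 0.452) were. The regions differed by 0.0384 percentage points (*P* = 0.333, two-sided exact permutation test of 2 libraries against 2, which is the smallest *P* that they allow). After thinning to equal depth the difference was -0.119 percentage points with the same *P*, and *nrps* averaged 2.79 ± 1.13 CPM in the anterior and 1.40 ± 0.751 CPM in the posterior libraries (SD, n = 2), so that no order of the regions was read from these shares.

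At resolution 1, *LamA* UMIs occurred in 50 of the 51 clusters, with a median over clusters of 1.57% positive cells. After the *nrps* cluster, the highest *LamA* CPM was in cluster 31, with 42.0% of 519 cells positive and 460 CPM. By CPM, cluster 19 followed with 11.9% of 976 cells and 178 CPM. By share of positive cells, clusters 41 (19.7%), 23 (18.9%) and 42 (15.9%) lay between them, at 119, 69.8 and 108 CPM. *nrps* UMIs occurred in 37 clusters, with a median of 0.178% positive cells. The second-highest *nrps* value was also in cluster 19, where 18 cells held 99 UMIs, or 31.7 CPM. Of these UMIs, 92 lay in 19 cells of cluster 19 that join the *nrps* cluster at resolution 2. The same 19 cells held 351 of the *LamA* UMIs of cluster 19. No other cluster exceeded the 6.63 CPM of cluster 5.

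**Figure D2:**
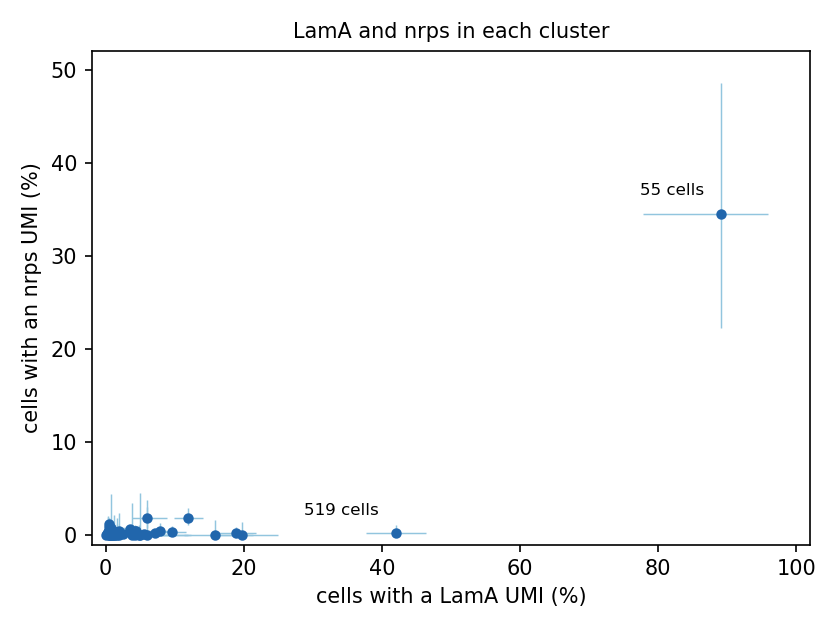
Percent of cells with a *LamA* UMI (horizontal axis) and with an *nrps* UMI (vertical axis) in each of the 51 clusters, one point per cluster, with exact binomial 95% intervals. The *nrps* cluster of 55 cells stands apart at the upper right, and cluster 31 of 519 cells lies at 42.0% for *LamA* with few *nrps*-positive cells.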

**A**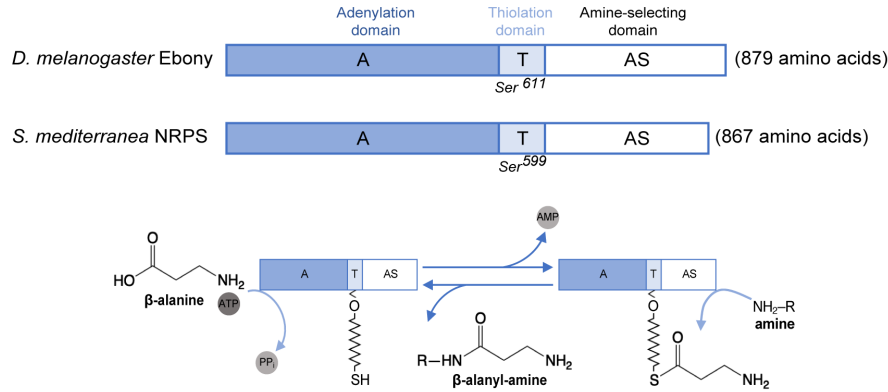**B**

|                   |      |                                                                                                       |      |
|-------------------|------|-------------------------------------------------------------------------------------------------------|------|
| <i>Dmel-Ebony</i> | 1    | -----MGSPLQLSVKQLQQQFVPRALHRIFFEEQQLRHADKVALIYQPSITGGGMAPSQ-----SS                                    | 56   |
| <i>Smed-NRPS</i>  | 1    | -----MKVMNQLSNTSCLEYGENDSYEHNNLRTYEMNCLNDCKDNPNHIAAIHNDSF-----LT                                      | 57   |
| <i>Sm-NRPS</i>    | 1    | 1MPQSTAOQLKSPLLHTLLENLTQSSICTSTAIWHVDPNPNVFCVNNHNSFDNKNNSVTTITITDVTNNHKNNTYDEQQEQWNSNEEINSQESNEIYTIMT | 100  |
| <i>Dmel-Ebony</i> | 57   | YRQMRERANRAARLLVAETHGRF-----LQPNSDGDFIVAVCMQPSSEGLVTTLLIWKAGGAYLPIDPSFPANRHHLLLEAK                    | 134  |
| <i>Smed-NRPS</i>  | 58   | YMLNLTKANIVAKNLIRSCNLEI-----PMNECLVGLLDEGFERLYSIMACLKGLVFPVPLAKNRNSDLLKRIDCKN                         | 131  |
| <i>Sm-NRPS</i>    | 101  | FILKLNANRVAMNLANYLEKRWSSITNKNIRTLQNLQHSLSIDPELERNQSBTVIALFMPPGIDRIVVQIACMKHLATMPLDRNVFAGRIQTQLHKLK    | 200  |
| <i>Dmel-Ebony</i> | 135  | PTLVIRDD-----IDAGRFGQ-----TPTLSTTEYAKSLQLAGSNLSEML-----RG                                             | 180  |
| <i>Smed-NRPS</i>  | 132  | LSLITTHKC-----SDIDLSN-----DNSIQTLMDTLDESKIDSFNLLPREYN-----PO                                          | 181  |
| <i>Sm-NRPS</i>    | 201  | PLILIDKOYYDFIYDDHNDNDKMSDLSSSIDNNNSKLSRKSSDNDFITGNLQKLTLFQLFDVKVVEYIKLMKLSKYYSRSDITYTASIPIRVCLFRF     | 300  |
| <i>Dmel-Ebony</i> | 181  | GNDDHIAIVLYTSGTGVPKQVRLPHESILNRLOQW-----ATFFYTANEAIVSF-----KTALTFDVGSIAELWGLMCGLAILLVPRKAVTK---       | 262  |
| <i>Smed-NRPS</i>  | 182  | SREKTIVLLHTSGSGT-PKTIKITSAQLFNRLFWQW-----RNLPFKSNE-IVCH-----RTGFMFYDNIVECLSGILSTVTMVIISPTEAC---       | 262  |
| <i>Sm-NRPS</i>    | 301  | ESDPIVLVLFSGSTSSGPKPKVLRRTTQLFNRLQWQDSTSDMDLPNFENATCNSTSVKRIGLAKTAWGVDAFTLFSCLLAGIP-VVVRPGGSACPS      | 399  |
| <i>Dmel-Ebony</i> | 263  | ---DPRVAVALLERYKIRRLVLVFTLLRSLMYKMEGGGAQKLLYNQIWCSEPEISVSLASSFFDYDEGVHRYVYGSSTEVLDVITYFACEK           | 358  |
| <i>Smed-NRPS</i>  | 263  | ---DIVKLAEVIGOKYSVSWILTVPSLLQKWKQL-DNYSDILALLSSSTVVSSEGLFSLAKKCLATNRRNSCKLVNLYGSTVECDVCCOGLYSI        | 356  |
| <i>Sm-NRPS</i>    | 400  | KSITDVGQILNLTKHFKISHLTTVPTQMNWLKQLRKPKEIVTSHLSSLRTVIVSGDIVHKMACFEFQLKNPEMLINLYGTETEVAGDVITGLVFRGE     | 499  |
| <i>Dmel-Ebony</i> | 359  | KQLSLYDNV-----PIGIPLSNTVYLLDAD-----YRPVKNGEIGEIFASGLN                                                 | 402  |
| <i>Smed-NRPS</i>  | 357  | NDVRMNSKN-----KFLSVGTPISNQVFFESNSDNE-----GEVIVIGKN                                                    | 397  |
| <i>Sm-NRPS</i>    | 500  | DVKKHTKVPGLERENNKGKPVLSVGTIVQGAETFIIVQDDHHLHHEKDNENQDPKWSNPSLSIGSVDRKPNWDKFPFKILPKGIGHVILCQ           | 599  |
| <i>Dmel-Ebony</i> | 403  | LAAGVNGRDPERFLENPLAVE-----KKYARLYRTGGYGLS-----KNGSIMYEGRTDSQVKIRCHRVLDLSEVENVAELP-----                | 474  |
| <i>Smed-NRPS</i>  | 398  | VS-----PTC-----GLAQTGGVGF-----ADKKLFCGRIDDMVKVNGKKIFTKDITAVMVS-----DVDNC                              | 454  |
| <i>Sm-NRPS</i>    | 600  | VDSASRCQRIESLPEDLNCVDNCKKSDVESCENNSKEIRVEMPDLGFIOPQTNHLYICGRTNELIKINGIRFHANDLNLFIELKKNKWAKNMTNC       | 699  |
| <i>Dmel-Ebony</i> | 475  | ---LVDAI-----VLGHAGVDQAI LAF-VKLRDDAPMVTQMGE-----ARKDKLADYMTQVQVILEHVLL-VNGKVDQALL                    | 547  |
| <i>Smed-NRPS</i>  | 455  | YTIQIISGRPQ-----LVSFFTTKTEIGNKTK-----TKMEIN-----NIMNHSNVCPLRLEYIKSFIQPOSMKPKKKML-                     | 523  |
| <i>Sm-NRPS</i>    | 700  | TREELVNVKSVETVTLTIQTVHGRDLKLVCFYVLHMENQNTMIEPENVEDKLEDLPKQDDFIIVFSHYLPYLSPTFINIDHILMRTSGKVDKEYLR      | 799  |
| <i>Dmel-Ebony</i> | 548  | KTYETANN-----GDSSIIVLDFDYQS-----VFDLKLTL-----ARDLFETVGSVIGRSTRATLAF-----HNSFFELG                      | 608  |
| <i>Smed-NRPS</i>  | 524  | ---EKIAK-----KILSENRMKTKLTHGKHLSSQTTLDLTDGLIDDINSOKHYIYEILAK-----HLSLLPOEIDDSMKFYDIE                  | 596  |
| <i>Sm-NRPS</i>    | 800  | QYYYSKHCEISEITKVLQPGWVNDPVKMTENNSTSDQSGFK-----NSRDFKLSRGR-----ERARKVLAELVGLI--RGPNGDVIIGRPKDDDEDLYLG  | 899  |
| <i>Dmel-Ebony</i> | 609  | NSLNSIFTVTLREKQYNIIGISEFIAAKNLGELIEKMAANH-----DAVOLEEESLNA-----CPHLKME                                | 669  |
| <i>Smed-NRPS</i>  | 597  | ODSLTIVICADNRKGFSCTEVFPHNHSIGELVEGILEQNSKIRNN-----SDYKLFKYDMKN-----DFT                                | 660  |
| <i>Sm-NRPS</i>    | 990  | ODSLTIVITLTEQLRQLGFNVNLDVFTKTKGIGSLITSLQNTESDFLKTQEPFTSDSWTVKEISMMKVLKKSHTCNLINRIPLMEDCYLSPITCRQGSYE  | 999  |
| <i>Dmel-Ebony</i> | 670  | AVPLRLH-----ROEVIDIIIVASFYNKADLEQWKPGVLRDYSIDLNDIWNVLVERDLSFVV-----YDNTDRITGTAL-----NFDAR             | 747  |
| <i>Smed-NRPS</i>  | 661  | VEQIQYEN-----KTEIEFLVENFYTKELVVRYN-----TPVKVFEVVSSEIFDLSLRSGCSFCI-----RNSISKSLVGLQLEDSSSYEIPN         | 740  |
| <i>Sm-NRPS</i>    | 990  | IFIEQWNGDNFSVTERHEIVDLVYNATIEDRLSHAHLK-LDRDTLTAI-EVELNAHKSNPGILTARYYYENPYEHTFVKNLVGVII-----SLPAKH     | 1082 |
| <i>Dmel-Ebony</i> | 748  | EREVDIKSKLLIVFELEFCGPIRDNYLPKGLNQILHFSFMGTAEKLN-----PRENIACMHFMHEVLVRAREKQFAGIFNTNTPSLTO              | 833  |
| <i>Smed-NRPS</i>  | 741  | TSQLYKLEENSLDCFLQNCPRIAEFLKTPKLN-----VSVVALSGTLN-----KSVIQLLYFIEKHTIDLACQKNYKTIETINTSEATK             | 822  |
| <i>Sm-NRPS</i>    | 1083 | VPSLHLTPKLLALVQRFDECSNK--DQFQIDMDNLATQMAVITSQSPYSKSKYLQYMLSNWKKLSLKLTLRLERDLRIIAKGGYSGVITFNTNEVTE     | 1180 |
| <i>Dmel-Ebony</i> | 834  | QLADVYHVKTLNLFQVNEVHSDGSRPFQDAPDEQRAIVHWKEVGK-----                                                    | 879  |
| <i>Smed-NRPS</i>  | 823  | KICSLNRYLKSTSMSHFLNESQCO-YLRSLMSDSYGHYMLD-----                                                        | 867  |
| <i>Sm-NRPS</i>    | 1181 | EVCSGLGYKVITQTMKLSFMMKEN--LLLLFOYERIRCSYMIKELNPSS                                                     | 1227 |

**Fig. S2. *Smed-nrps* encodes a non-ribosomal peptide synthetase.** (A) Schematic showing adenylation (A), thiolation (T), and amine-selecting (AS) domains in *D. melanogaster* Ebony and the *Schmidtea mediterranea* homolog NRPS. *Drosophila* and *S. mediterranea* share a conserved serine residue in their thiolation domains. NRPS proteins like Ebony can conjugate  $\beta$ -alanine to various biogenic amines (e.g., dopamine, histamine, etc.). This enzymatic process involves three steps: adenylation of  $\beta$ -alanine catalyzed by the adenylation (A) domain; covalent attachment of  $\beta$ -alanine to a phosphopantetheinyl group on a conserved serine within the thiolation (T) domain; and binding of an amine in the amine-selecting (AS) domain, which facilitates nucleophilic attack of the NRPS-bound  $\beta$ -alanine resulting in a  $\beta$ -alanyl-amine dipeptide product. (B) Protein alignment of *Drosophila* Ebony, *S. mediterranea* NRPS, and *S. mansoni* NRPS. The serine thiolation site (marked by an asterisk) in the T domain (delineated by red lines) is conserved.

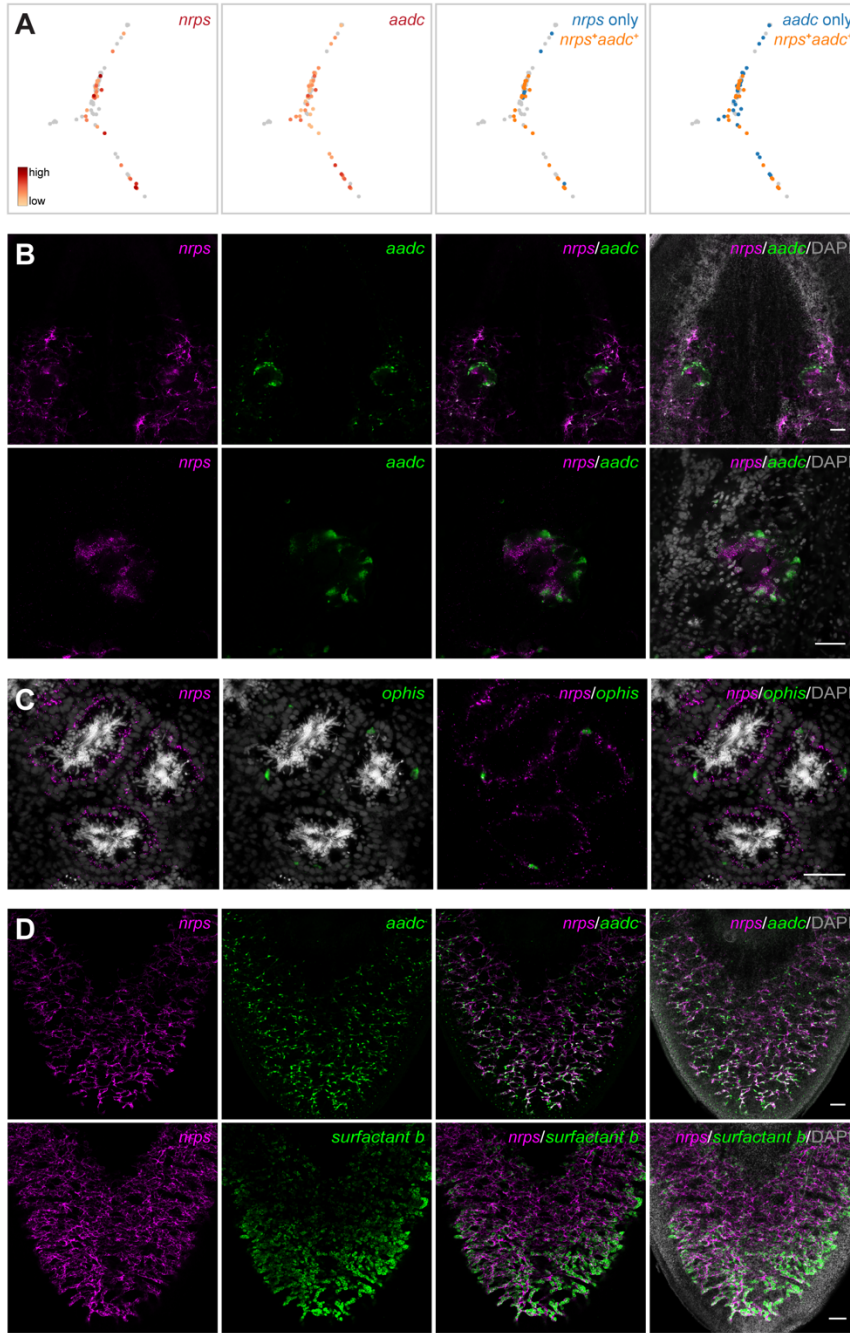

**Fig. S3. *nrps* is expressed in somatic gonadal cells.** (A) Cluster of 73 cells highly enriched for somatic gonadal transcripts contains 28 *nrps*<sup>+</sup> cells and 48 *aadc*<sup>+</sup> cells (red); 22 cells coexpress *nrps* and *aadc* (orange). (B) Projection of ventral head region (top) and confocal section of ovary (bottom) showing dFISH of *nrps* (magenta) and *aadc* (green). (C) Confocal section of testes with *nrps* (magenta; cytoplasmic localization) and *ophis* (green; nuclear) coexpressing cells. *ophis* RNA localizes mainly to the nucleus of somatic gonadal cells, which extend long *nrps*<sup>+</sup> cytoplasmic projections that encyst developing germ cells. (D) Projections of confocal sections showing dFISH of *nrps* (magenta) with *aadc* (green; top), or yolk cell marker *surfactant b* (green; bottom) in the ventral posterior region of sexually mature planarians. Nuclei are counterstained with DAPI (gray; B-D). Scale bars, 100  $\mu$ m (B, top; D), 50  $\mu$ m (B, bottom; C).

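Counts of *nrps*-positive cells (*nrps*+) in the *nrps* cluster were taken at both resolutions. At resolution 1 there were 19 (34.5% of the cluster, exact binomial 95% interval 22.2 to 48.6), and 10 when posterior library 2 was left out. Among the other 48161 cells there were 143 (0.297%, interval 0.250 to 0.350), at a median depth of 1943 UMIs against 1249 in the cluster. With each cell thinned to 1000 UMIs, 9 of 33 cluster cells and 52 of 35757 other cells were *nrps*-positive. Of the positive cells in the cluster, 10 had 1 UMI and the highest count was 8.

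At resolution 2 the cluster held 74 cells, namely the cells found at resolution 1 and 19 more. Of these, 32 were *nrps*+ (43.2%, interval 31.8 to 55.3) and 67 were *LamA*+. Their 128 *nrps* UMIs made up 45.9% of all *nrps* UMIs (interval 39.9 to 51.9). Outside the cluster there were then 130 *nrps*+ cells (0.270%). All *nrps*+ cells of the cluster also carried *LamA*, at either resolution. Coexpression of *nrps* and *aadc* was not analysed here.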

**A** *nrps* (SMEST023215002.1):

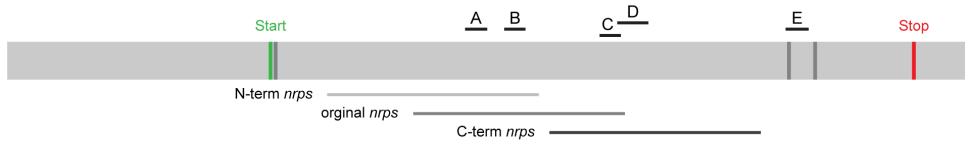

**B** *nrps* RNAi (N-term):

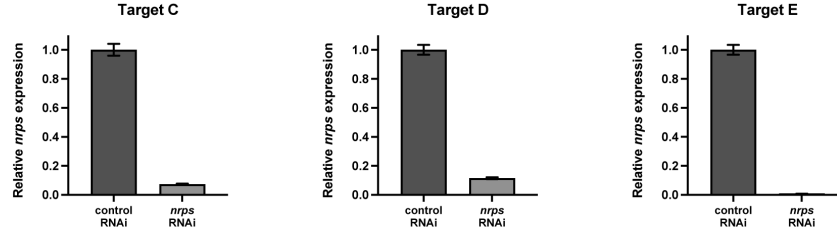

*nrps* RNAi (C-term):

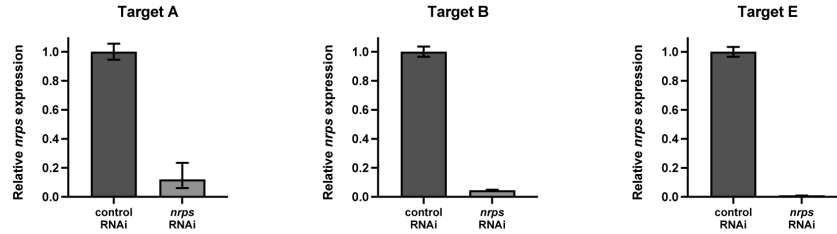

*nrps* RNAi (original):

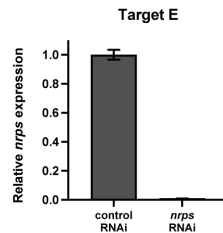

**Fig. S4. Testing *nrps* RNAi specificity and quantifying *nrps* expression in knockdown animals.** (A) To test for *nrps* RNAi specificity and exclude the possibility of off-target effects, RNAi was performed with dsRNA targeting three ~1 kb regions of *nrps*: the original region used throughout this study, and 2 non-overlapping regions (N-terminus vs C-terminus). *nrps* gene (gray bar) is shown with positions for start (green) and stop (red) codons, exon-exon boundaries (dark gray), cloned regions (bottom), and qPCR amplicons (top: A-E). (B) qPCR analysis of *nrps* mRNA expression normalized to *β-tubulin* in control and *nrps* RNAi animals depicting efficient knockdown of *nrps* after RNAi. Top: dsRNA targeting the N-terminus of *nrps* was used for RNAi-mediated knockdown of *nrps*, and qPCR primers targeting regions C, D, and E were used to quantify *nrps* expression levels. Middle: dsRNA targeting the C-terminus of *nrps* was used for RNAi and qPCR primers targeting regions A, B, and E were used to quantify *nrps* expression levels. Bottom: dsRNA targeting the original cloned amplicon of *nrps* and qPCR primers targeting region E were used to quantify *nrps* expression levels. N = 4 biological replicates (3 technical replicates each). Bar graphs depict relative quantification ( $2^{-\Delta\Delta Ct}$ ) values normalized to control RNAi with 95% confidence intervals.

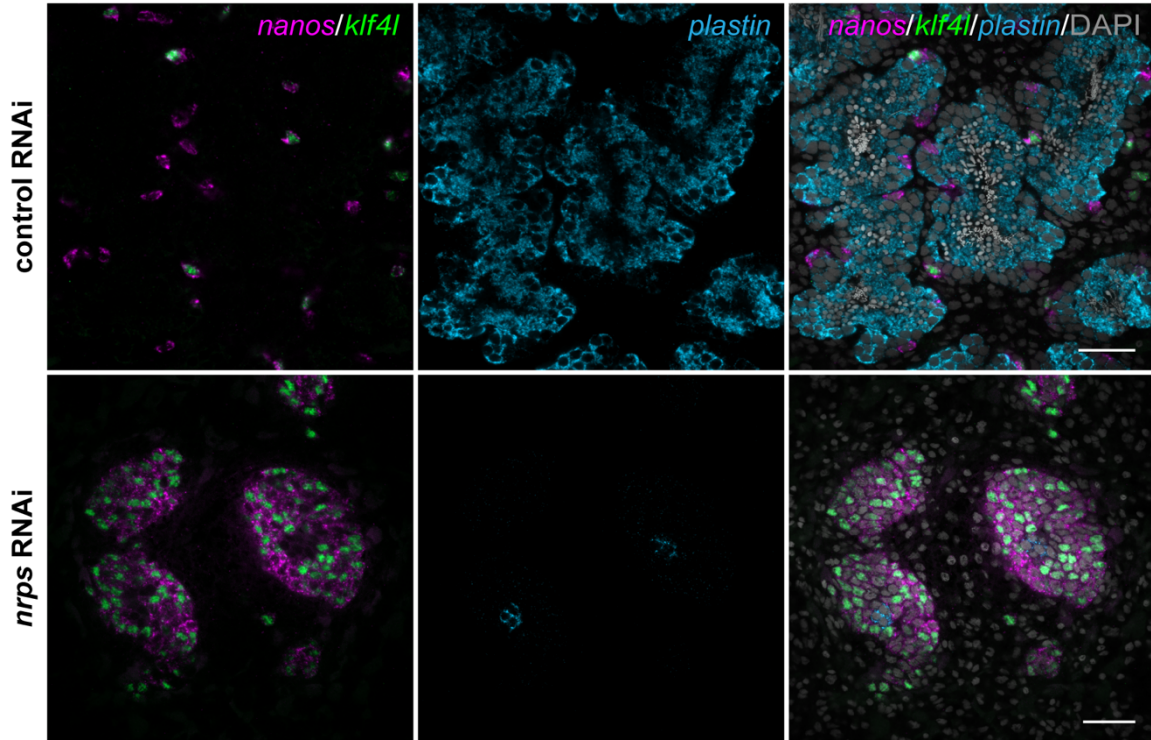

**Fig. S5. Hyperplastic testes in *nrps* RNAi animals lack sperm and have few differentiating spermatogonia.** dFISH of *klf4l* (green), *nanos* (magenta), and *plastin* (differentiating spermatogonia, spermatocytes, spermatids; cyan) in testes of sexually mature *nrps* RNAi planarian. *nrps* RNAi results in hyperplastic testes filled with *klf4l*<sup>+</sup> *nanos*<sup>+</sup> early germ cells. 41% of testes (249/614 testes; n=12 animals) contain very few differentiating *plastin*<sup>+</sup> spermatogonia. Nuclei are counterstained with DAPI (gray). Scale bar, 50  $\mu$ m.

*nrps*  
SMEST023215002.1

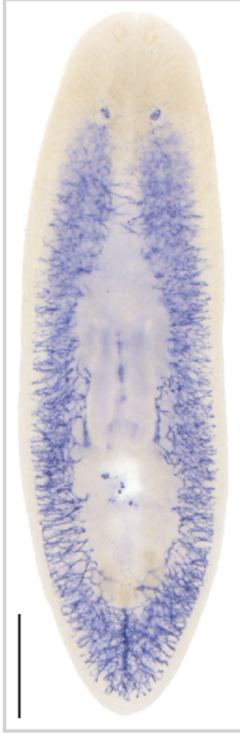

*nrps (gut)*  
SMEST014974003.1

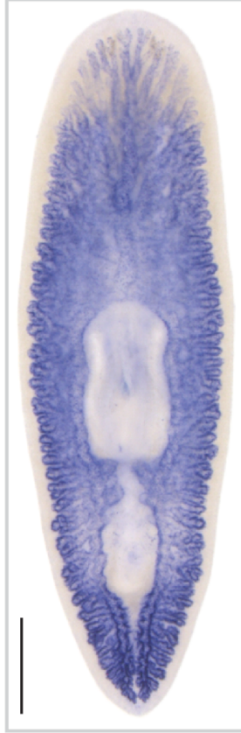

**Fig. S6. Colorimetric in situ hybridization of *nrps* paralogs.** *nrps* transcript is expressed in the reproductive system and a paralogous *nrps* is expressed in the gut in adult sexual *S. mediterranea*. Scale bars, 1 mm.

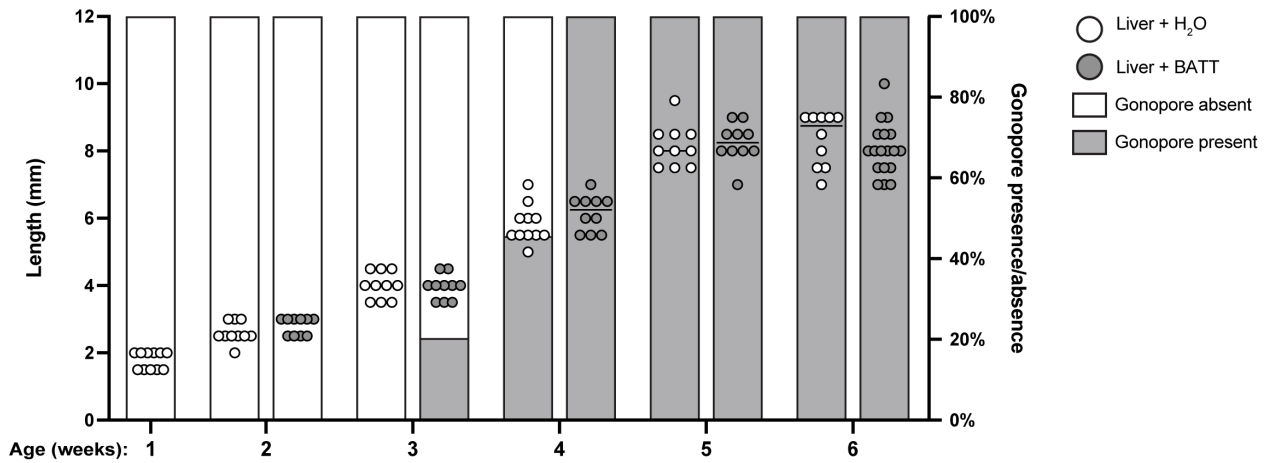

**Fig. S7. BATT triggers sexual maturation.** Quantification of sexual planarian length (mm; left Y axis; horizontal line represents median) and gonopore presence (right Y axis) during development. One-week old hatchlings were fed liver +/-BATT for 6 weeks. Supplementation with BATT did not affect growth but triggered precocious sexual maturation (evidenced by the presence of a gonopore) in +BATT individuals. n=10-18 planarians per time point.

**Table S1. Information for transcripts mentioned in this paper.**

| <b>Gene</b>         | <b>Reference</b> | <b>Sequence information</b>        |
|---------------------|------------------|------------------------------------|
| <i>nrps</i>         | This paper       | Planmine SMEST.1: SMEST023215002.1 |
| <i>nrps (gut)</i>   | This paper       | Planmine SMEST.1: SMEST014974003.1 |
| <i>klf4l</i>        | (2)              | Planmine SMEST.1: SMEST031008001.1 |
| <i>Laminin A</i>    | (2)              | Planmine SMEST.1: SMEST056013009.1 |
| <i>delta3</i>       | (3)              | Genbank accession: OL957299        |
| <i>nanos</i>        | (4)              | Genbank accession: EF035555.1      |
| <i>dmd1</i>         | (5)              | Genbank accession: KC736555.1      |
| <i>ophis</i>        | (6)              | Genbank accession: KX018822.1      |
| <i>surfactant b</i> | (7)              | Genbank accession: KY847536.1      |
| <i>plastin</i>      | (8)              | Genbank accession: DN311193.1      |
|                     | (9)              | Genbank accession: HO007660.1      |
| <i>pka</i>          | (8)              | Genbank accession: DN316100.1      |
|                     | (9)              | Genbank accession: HO007035.1      |
| <i>tph</i>          | (10)             | Genbank accession: KF134114.1      |
| <i>aadc</i>         | (10)             | Genbank accession: KF134115.1      |

**Table S2. Primer sequences.**

| <b>Cloning into pJC53.2</b>       | <b>Forward</b>         | <b>Reverse</b>          |
|-----------------------------------|------------------------|-------------------------|
| <i>nrps</i>                       | TCGTTTGCCACAGAACAGGA   | CGATTAGGCCGTCGGTTAGG    |
| <i>nrps</i> (gut)                 | CCGATTTTGGCAGCTTCTGG   | CTCAGCCACCCATTTCTGTCT   |
| <i>nrps</i> (N-term)              | TGGATGAAGGCTTTGAGAGG   | GATTCGGCCGCAAATAAATA    |
| <i>nrps</i> (C-term)              | ACAGCCGTTATGGTCCACTC   | ACCGACACGTTTAGCTTTGG    |
|                                   |                        |                         |
| <b>qPCR</b>                       | <b>Forward</b>         | <b>Reverse</b>          |
| <i><math>\beta</math>-tubulin</i> | TGGCTGCTTGTGATCCAAGA   | AAATTGCCGCAACAGTCAAATA  |
| <b>Target A</b>                   | TCGTAAGCAGCGGTGAAAT    | CTTCCGTTGAGCCGTAAAGA    |
| <b>Target B</b>                   | GCACACCCATTTGGAACAATC  | CAGTCCACAAGTCGGTGATAC   |
| <b>Target C</b>                   | TGCTCTGTAAGATTGCGAAGA  | GTCTAGAGTGGTTTGGGATGAG  |
| <b>Target D</b>                   | CCCAAACCACTCTAGACCTAAC | GAGTCACCACCAATATCGTAGAA |
| <b>Target E</b>                   | ACGTCTGAAGCAACGAAGAA   | GTGAGCGCAAATATTGACATTGA |

## SI References

1. C. T. Fincher, O. Wurtzel, T. de Hoog, K. M. Kravarik, P. W. Reddien, Cell type transcriptome atlas for the planarian *Schmidtea mediterranea*. *Science* **360**, eaaq1736 (2018).
2. M. Issigonis, *et al.*, A Krüppel-like factor is required for development and regeneration of germline and yolk cells from somatic stem cells in planarians. *PLOS Biol.* **20**, e3001472 (2022).
3. U. W. Khan, P. A. Newmark, Somatic regulation of female germ cell regeneration and development in planarians. *Cell Rep.* **38**, 110525 (2022).
4. Y. Wang, R. M. Zayas, T. Guo, P. A. Newmark, *nanos* function is essential for development and regeneration of planarian germ cells. *Proc. Natl. Acad. Sci. U.S.A.* **104**, 5901–5906 (2007).
5. T. Chong, J. J. Collins, J. L. Brubacher, D. Zarkower, P. A. Newmark, A sex-specific transcription factor controls male identity in a simultaneous hermaphrodite. *Nat. Commun.* **4**, 1814 (2013).
6. A. Saberi, A. Jamal, I. Beets, L. Schoofs, P. A. Newmark, GPCRs direct germline development and somatic gonad function in planarians. *PLOS Biol.* **14**, e1002457 (2016).
7. L. Rouhana, J. Tasaki, A. Saberi, P. A. Newmark, Genetic dissection of the planarian reproductive system through characterization of *Schmidtea mediterranea* CPEB homologs. *Dev. Biol.* **426**, 43–55 (2017).
8. R. M. Zayas, *et al.*, The planarian *Schmidtea mediterranea* as a model for epigenetic germ cell specification: analysis of ESTs from the hermaphroditic strain. *Proc. Natl. Acad. Sci. U.S.A.* **102**, 18491–18496 (2005).
9. Y. Wang, J. M. Stry, J. E. Wilhelm, P. A. Newmark, A functional genomic screen in planarians identifies novel regulators of germ cell development. *Genes Dev.* **24**, 2081–2092 (2010).
10. K. W. Currie, B. J. Pearson, Transcription factors *lhx1/5-1* and *pitx* are required for the maintenance and regeneration of serotonergic neurons in planarians. *Development* **140**, 3577–3588 (2013).

How the deposited data were processed for this re-analysis (not part of the article)

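The data were 4 scRNA-seq libraries of sexual *S. mediterranea*, anterior 1 and 2 and posterior 1 and 2. The authors deposited UMI counts per gene and cell for each library, made with Cell Ranger 5.0.0 by alignment to the sexual genome, barcode filtering and UMI counting. These counts are not normalized and not pooled. The paper also aggregated the libraries to a common depth, and that step is not in the values used here. No genome or annotation was used here, and the IDs of the gene list were taken as given.

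The region and number of each library came from the sample labels. The labels and the paper differ in the concentrations of both stains, which entered no calculation. Libraries held between 6721 and 19080 cells and between 11513838 and 72094246 UMIs. At these depths *nrps* was rare, with 279 UMIs in 48216 cells, so each share is given with an exact binomial 95% interval and each CPM value with an exact Poisson interval where it rests on few UMIs. Where a count was 0, the limit was set at 3 UMIs or cells. Intervals and limits cover counting error only.

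Gene names were limited to genes that the paper gives by an SMESG gene number or an SMEST transcript number. Table S1 gives the others by GenBank sequences, which were not matched to the gene list here. Every gene named by the paper with an SMESG or SMEST number is reported, and for the comparison of regions also the 2 genes with the largest log2 fold change in each direction among those past the threshold whose libraries of one region all lay above those of the other. *aadc*, *dmd1*, *ophis*, *nanos*, *tph*, *delta3*, *surfactant b*, *plastin* and *pka* were not analysed here.

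Clustering used scanpy 1.11.5, leidenalg 0.10.2, igraph 0.11.9 and scikit-learn 1.9.0 in Python 3.11.15. Counts per cell were scaled to 10000, log-transformed and reduced to 3000 variable genes without the named genes, scaled to unit variance with a maximum of 10. The graph joined 20 exact nearest neighbors in 50 principal components, weighted by their shared neighbors. The *nrps* cluster was the cluster of at least 20 cells with the largest share of *nrps*-positive cells. Doublets were scored by Scrublet in each library at an expected rate of 0.8% per 1000 cells. Its own threshold marked 4, 1, 1 and 0 cells, which is too few to count as doublet detection, so no doublets were removed, and the removal of as many top-scoring cells as this rate gives was added as an alternative.

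Sums of UMIs per library were tested with edgeR 4.0.16 in R 4.3.3, by the quasi-likelihood test with TMM scaling, edgeR's filter on low counts and Benjamini-Hochberg adjustment at 0.05. The cluster was compared with the other cells with the library as a block. The *P* of this comparison draws on a spread pooled over genes, so it does not measure the spread of a single gene between libraries. Standard errors of edgeR values were derived from the log2 fold change and its F statistic. Posterior sums were compared with anterior sums without a block. DESeq2 1.42.0 was an alternative. Shares per library were compared by exact permutation tests with scipy 1.17.1.

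The tests were tried on simulated counts. For the cluster comparison, 180 of 200 planted changes of 3 on the log2 scale were recovered among 13479 genes, 15.1% of calls were false, and with no change planted 0 genes were called. Library sizes alone recovered 161 of the 200, with 2.42% of calls false. In the simulation without planted changes, TMM placed the median log2 fold change at -0.86 and library sizes alone at -0.15. For the comparison of regions, 195 of 200 planted changes of 2 were recovered among 18729 genes, 7.58% of calls were false, and 0 were called with none planted. Changes were planted only in genes above a set expected count. The spread between libraries was set by hand and not taken from these data. The rates of recovery and of false calls therefore do not extend to rarer genes or to another spread.

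The tests, the main settings and the first list of alternatives were fixed before the data were examined. These alternatives were another resolution, number of principal components or neighbors, scaling within libraries, all genes in the clustering, cells of at least 1000 UMIs, predicted doublets removed, the choice of cluster by *LamA*, another tool, scaling, filter or block, each cell weighted equally, thinning, and each library left out. Other seeds, the removal of top doublet scores, thinning to 500 UMIs for the comparison of regions, and combinations with resolution 2 for the tests and ranks were chosen after the data were seen.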

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

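The tests on clusters 6 and 33 by random placement and by placement in proportion to UMIs, on *nrps*-positive cells outside the *nrps* cluster, on *nrps* (gut) and on the effect of depth on the regions were chosen only after the results were seen. The thinning tests on clusters 6 and 33 and the tests of composition and doublets were written before their results were seen.

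Cluster 6, which was not matched to a cluster of the paper, held 21 *nrps*-positive cells among 1745 cells (1.20%, exact binomial 95% interval 0.746 to 1.83), with 5.41 CPM of *nrps*. It stood out because these counts lie above the limit of a count of 0 in a cluster other than the *nrps* cluster. The other cells outside the *nrps* cluster of 74 cells were positive in 0.235%, with 0.821 CPM, at a median depth of 1932 UMIs against 2131 in cluster 6. By library, 5 of 302, 0 of 286, 10 of 566 and 6 of 591 cells of cluster 6 were positive, so that anterior library 2 showed none. Free RNA of lysed cells would spread over clusters in proportion to their cells. Placing the 130 *nrps*-positive cells outside the *nrps* cluster at random within libraries gave 4.83 in cluster 6 on average and at most 14 in 10000 placements, below the 21 observed. With placement in proportion to the UMIs of each cell, an excess as large in any cluster came up in 0.01% of placements, and in at most 1.28% with one library left out, namely posterior library 1. Greater depth, or free RNA that rises with it, therefore does not account for the excess. With each cell thinned to 1000 UMIs, 0.424% of the cells of cluster 6 were positive (0.156 to 0.921) against 0.102% of the others (0.0710 to 0.142), a result that rests on 6 positive cells. Of the 21 cells, 3 carried *LamA*, all in posterior library 2, against 8 of the 1745 cells of cluster 6 (0.458%). For these 3, misplaced cells, doublets and coexpression cannot be told apart. No biological explanation was tested, since the clusters carry no tissue name here.

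For all *nrps*-positive cells outside the *nrps* cluster, further sources were weighed. There were 130 such cells with 151 UMIs, 115 of them with 1 UMI, at a median depth of 3167.5 UMIs against 1943 for all cells outside. If they were misplaced cells of the *nrps* cluster or doublets with them, they would carry *LamA* as its positive cells do, but 13.8% did (8.42 to 21.0) against 100% of the 32 in the cluster. Such cells are therefore not the source of most of them. They may be the source of a part, since *LamA* was found in 3.30% of all cells outside, at lower depth: for the 18 cells with both genes, misplaced cells, doublets and coexpression cannot be told apart, because depth also raises the share. Reads moved between libraries would give them barcodes of *nrps* cluster cells of another library, and 0 barcodes were shared, which allows up to 2.31%. Doublets in general would put them among the highest doublet scores, where 8.46% of them lay (4.30 to 14.6) against 11.0% of all cells. Since Scrublet's own threshold marked almost no cells, its scores may not separate doublets, and this share excludes nothing. Cluster 33 held 7 positive cells among 381, at a median depth of 3513 UMIs, against 0.987 from placement. An excess as large in any cluster came up in 27 of the 10000 placements (0.27%), but in 8.45% of those in proportion to the UMIs of each cell. After thinning, 1.01% of its cells were positive (0.210 to 2.93) against 0.107% of the others (0.0759 to 0.147), from 3 cells, 2 of them in anterior library 2. Of its 7 positive cells, 3 carried *LamA*, including both of anterior library 2. For this cluster expression, free RNA and depth cannot be told apart, because 7 cells are few, and misplaced cells or doublets stay open for the 3. For the clusters other than 6 and 33, an excess as large as the one in cluster 21 (7 cells against 1.81) came up in 9.29% of placements. These 2 clusters were left out for their excess, which lowers what remains, so this share decides nothing, and free RNA and low expression cannot be told apart there.

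The paralog *nrps* (gut), whose expression the paper shows by in situ hybridization (Fig. S6), stood out because its share in cluster 30 lies above the limit of a count of 0. The clusters were not matched to those of the paper. In cluster 30, 70.5% of 555 cells were positive (66.5 to 74.2) at a median depth of 2820 UMIs, against 6.83% of all other cells at 1934 UMIs. The values were 613 CPM and 24.3 CPM. Cluster 30 held 24.1% of all *nrps* (gut) UMIs and 391 of the 3646 positive cells, so that most lay in other clusters. Cluster 14 followed with 27.9% of 1339 cells. Free RNA would give all clusters a like share, but the lowest share of cluster 30 in a library was 56.6%, in anterior library 2, where 4.40% of the other cells were positive. After thinning, 43.2% of its cells and 2.29% of the others were positive. Reads shared with *nrps* would put both genes into the same cells, and 0.180% of the cells of cluster 30 were *nrps*-positive. A cell type in which *nrps* (gut) is expressed more strongly may therefore underlie cluster 30. This is a hypothesis, since markers of the gut were not analysed here.

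The paper does not compare the regions. Summed over all cells, 31 of 18716 genes had an adjusted *P* under 0.05 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 8 higher in the posterior and 23 higher in the anterior libraries, and 1804 had an unadjusted *P* under 0.05. The largest rises in the posterior libraries among genes with separated libraries were those of SMESG000074928.1 and SMESG000042806.1. SMESG000074928.1 had 0.174 and 0.468 CPM in the anterior and 10.7 and 24.0 CPM in the posterior libraries, a log2 fold change of 5.65 (standard error 0.63, adjusted *P* = 0.0449 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, higher in 2 of 2 posterior libraries). SMESG000042806.1 changed by 5.62 (standard error 0.41, adjusted *P* = 0.0199 from the same edgeR test with Benjamini-Hochberg adjustment, higher in 2 of 2). SMESG000003469.1 changed by -7.91 (standard error 0.41, adjusted *P* = 0.0044 from the same edgeR test with Benjamini-Hochberg adjustment, lower in 2 of 2). SMESG000015039.1 had 81 UMIs in the anterior and 0 in the posterior libraries, at least 112-fold lower. With top doublet scores removed, all of these but SMESG000042806.1 lost the threshold (adjusted *P* of 0.0874 for SMESG000074928.1, 0.0757 for SMESG000003469.1 and 0.0657 for SMESG000015039.1 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, with log2 fold changes of 5.50 and -7.18 for the first and the second). SMESG000074928.1 also lost it with DESeq2's size factors in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment (adjusted *P* = 0.0570, log2 fold change 5.67). Over their alternatives the adjusted *P* of these genes ranged up to 0.0874.

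Depth alone does not explain the difference between regions: with every cell thinned to 500 UMIs, 26 of the 31 genes stayed past the threshold. Without the cells of highest doublet score 6 genes were called, 4 higher in the posterior and 2 higher in the anterior libraries, against 25 to 39 genes in 5 removals of as many random cells, although all 31 genes kept their direction and an unadjusted *P* under 0.05. A droplet with a pair of cells leaves the sum of its library unchanged, so this loss of calls is no test of doublets, and its cause was not tested. A different mix of cells may contribute. The change predicted from cluster shares alone was a median of 0.220 of the observed change (0.328 with the clusters of the main clustering). Composition and expression cannot be told apart for these genes, because finer cell types could lie within the clusters. A biological difference between anterior and posterior tissue stays open and was not tested.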

How the results depend on the processing

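The alternatives with resolution 2 for ranks, with resolution 2 combined with another choice, with top doublet scores removed, with thinning to 500 UMIs and with other seeds were chosen only after the results were seen.

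The log2 fold change of *nrps* between its cluster and the other cells kept its direction in all 23 alternatives and its side of the threshold in each that has a test (each cell weighted equally, 7.67, has none). It ranged from 6.30, without posterior library 2, to 9.73, with adjusted *P* up to 5.5e-06 (edgeR's quasi-likelihood test, or DESeq2, with Benjamini-Hochberg adjustment, higher in the cluster in 4 of 4 libraries at resolution 1 and at resolution 2; single libraries were not compared under the other settings). *LamA* did the same between 6.26 and 8.24. With library sizes in place of TMM, 889 genes were higher and 543 lower in the cluster, against 612 and 1273 with TMM, so the split of all calls depends on the scaling. In simulated counts with no change planted, TMM placed the median log2 fold change at -0.86 and library sizes at -0.15. The excess of lower genes with TMM is therefore not read as a result.

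The *nrps* cluster held 55 cells, and 74 at resolution 2 or with all genes in the clustering, 33 with cells of at least 1000 UMIs, and 31 to 47 across the 4 counts that each left out one library. Its *nrps*-positive cells numbered 19, and 32, 33 and 12 under these settings and 10 to 18 with one library left out. It held 12.9% of all *nrps* UMIs, and 45.9% at resolution 2, 47.3% with all genes in the clustering and 23.7% with 10 principal components. The rule of at least 39 clusters, with its limit on the size of the *nrps* cluster, picked resolution 1.5 with all genes in the clustering. It picked 2 with 10 principal components and 0.5 with 10 nearest neighbors or with cells of at least 1000 UMIs. These settings therefore also change the resolution. Whether the number of clusters or the size limit set each resolution was not recorded. Resolution 2 brings in cells that carry much of the *nrps* RNA, and the cause of the other changes was not tested. The rank of *nrps* was 19, and 25 against the next-highest cluster, 10 at resolution 2, 8 with both, and 17 to 27 with one library left out. Its percentile among genes of like abundance, by the share of UMIs in the cluster with the gene's largest share of positive cells, was 40.6, and 41.9 with a wider range of abundance and 84.9 at resolution 2.

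*nrps* (gut) was not called in the *nrps* cluster under any setting, and its sign was not stable. Its log2 fold change of 0.11 became -0.43 at resolution 2, -0.28 with 10 principal components, -0.58 with all genes in the clustering, -0.0802 with cells of at least 1000 UMIs and -0.0776 with DESeq2, and ran from -0.53 to 0.21 with one library left out. It was 0.71 with library sizes only, 0.58 with each cell weighted equally and 0.48 with 10 nearest neighbors. At resolution 2 with one library left out it was -0.27, -0.94, -0.54 and -0.18. With 4 UMIs in the cluster, the depth sets no direction.

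The deposited cells numbered 48216, and 35790 had at least 1000 UMIs and 42923 were left after removal of top doublet scores, by construction. The share of *nrps*-positive cells was 0.336%, and 0.0747% from 2 UMIs upward, 0.383% with cells of at least 1000 UMIs, 0.170% after thinning and 0.323% to 0.344% with one library left out. The posterior minus anterior difference of 0.0384 percentage points became -0.00883 from 2 UMIs upward and -0.119 after thinning. The depth of the libraries gives no direction for this difference.

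Of the genes that differ between regions there were 31, and 604 with DESeq2, 73 with no filter on low counts, 200 with each cell weighted equally, 112 with cells thinned to 500 UMIs and 6 without top doublet scores (4 higher in the posterior and 2 in the anterior libraries); the cause was not tested. DESeq2's size factors in edgeR gave 23. All 31 kept their direction with each library left out in turn, where no test was run. With the replicate number as a block, 84 genes were called, 34 higher in the posterior and 50 in the anterior libraries. Deviations of same-numbered libraries from their region mean correlated across genes with Pearson's r of 0.160 and Spearman's rho of 0.138, and genes are not independent replicates. Over all pairs of libraries, the chi-square per gene, which also rises with depth, was lowest, at 28.9, for anterior library 2 and posterior library 2. For anterior library 1 and posterior library 1 it was 73.3. Neither the paper nor the labels say whether a number marks a shared preparation, so this stays open and the libraries were not treated as pairs. The log2 fold change of *klf4l* between regions, -0.46, became 0.46 with cells thinned to 500 UMIs and ran from -0.81 to 0.0450 with one library left out, so that it has no stable direction. Those of *LamA* and *nrps* (gut) kept theirs in all 12 alternatives. With one library left out they ran from -0.87 to -0.16 for *LamA* and from 0.00014 to 0.22 for *nrps* (gut). The kept sign of *nrps* (gut) therefore sets no direction.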

Differences from the paper's values

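The alternatives at resolution 2 combined with library sizes or with one library left out were chosen only after the values were seen.

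The paper gives a fold change of 9.8 for *nrps* in its cluster without naming the scale. Read as a log2 value, it stands against 7.28 here (standard error 0.56), and against 7.91 with library sizes in place of TMM. The value with TMM may lie too low, since TMM lowered the median in simulated counts with no change planted. A fitted value was said to reach the paper's value if it lay within 1 standard error of it. Of the alternatives set before the data were examined, none did so. The closest were 8.99 (standard error 0.51) with all genes in the clustering and 8.96 (standard error 0.62) at resolution 2. Both lie within 2 standard errors of the paper's value. The limit of 1 standard error therefore does not show that they differ from it. With each cell weighted equally the value was 7.67, which has no standard error. The combination of resolution 2 with library sizes in place of TMM gave 9.73 (standard error 0.46), which reaches it, and was chosen after seeing the values. Resolution 2 with TMM also reached it without anterior library 1 (9.40, standard error 0.58) and without posterior library 1 (9.28, 0.75). It did not without anterior library 2 (8.61, 0.84) or without posterior library 2 (8.39, 0.68). Of these, 8.61 lies within 2 standard errors of the paper's value and 8.39 does not. By another measure, the log2 ratio of CPM averaged over the 4 libraries, the values were 7.65 ± 1.06 at resolution 1 and 9.43 ± 1.04 at resolution 2 (SD), and the latter range includes the paper's value. The log2 ratio of CPM over all libraries pooled was 8.24 and 10.19. Both ratios were set beside the paper's value after seeing it. Read as a linear ratio, the paper's 9.8 stands against 155 here, and all 18 alternatives differed, with values from 78.8 to 847.

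The paper states that *nrps* is expressed exclusively in its group of cells. Here 143 *nrps*-positive cells with 243 UMIs lay outside the *nrps* cluster of 55 cells, and 130 cells with 151 UMIs outside the cluster of 74 cells. Of these 130 cells, 115 had 1 UMI. The clusters here are not those of the paper, whose FISH also found *nrps* in ovaries, testes and vitellaria only. These counts alone therefore do not decide the question.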

Other observations

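The tests on *nrps*-positive and *nrps*-negative cells of the *nrps* cluster were chosen only after the result was seen, and the test on clusters of posterior cells was written before.

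The *nrps* cluster of 74 cells found at resolution 2 was uneven in *nrps*. Its highest counts in a cell were 21, 17 and 10 UMIs, while 42 cells had none. If every cell held *nrps* at a single share of its UMIs, 55.2 cells would be positive on average, and 0 of 10000 simulated draws gave as few as the 32 observed. With each library at its own share, 52.3 would be positive, and again 0 draws gave as few. Sampling of few UMIs and differences between libraries therefore do not account for the unevenness at this resolution. In the cluster of 55 cells, 24.6 positive cells were expected and 19 observed, as few as in 701 of the 10000 draws, and 23.5 with each library at its own share, as few as in 1197 draws. A candidate explanation is that the cluster of 74 cells joins cells of higher and lower *nrps* expression. The 19 cells that join at resolution 2 all came from cluster 19 of 976 cells. Of these, 13 were *nrps*-positive with 92 UMIs, 18 carried *LamA* with 351 UMIs, and 13 came from anterior library 2. No biological explanation was tested, since organ markers were not analysed here.

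A hypothesis that some cells form clusters of posterior tissue alone was tested with 1808 genes left out of the clustering, namely those of unadjusted *P* under 0.05 between regions and the named genes. Of 45 clusters, 25 had at least 500 cells. The highest posterior share among them was 81.7%, and 0 reached 95%, against 64.5% of all cells. Among smaller clusters the highest share was 89.5%, in a cluster of 439 cells. The result was negative for clusters of at least 500 cells: with those genes left out, none reached 95%. Leaving out these genes may also remove the markers of a cell type that exists in one region only, so the 81.7% does not rule such a type out.

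*klf4l* had 0 UMIs in the *nrps* cluster of 55 cells, which allows up to 5.45% of its cells and 38.8 CPM. The other cells had 7.58 CPM, so a difference was not detectable at this depth. The highest *klf4l* value was in cluster 33, with 16.0% of 381 cells positive and 228 CPM. Between regions, *nrps* changed by -0.99 on the log2 scale (standard error 0.53, adjusted *P* = 0.72 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment; adjusted *P* from 0.41 to 0.97 over its alternatives), with posterior CPM below anterior CPM in all pairs of libraries. The other named genes changed by -0.57 for *LamA* (standard error 0.33, adjusted *P* = 0.791), -0.46 for *klf4l* (0.39, adjusted *P* = 0.990) and 0.09 for *nrps* (gut) (0.21, adjusted *P* = 1.00) in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, each with 1 of 2 posterior libraries beyond both anterior libraries in that direction. None passed the threshold under any alternative with a test, where the lowest adjusted *P* was 0.404, for *LamA* with the replicate number as a block (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, log2 fold change -0.54).

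The concentration of *nrps* was set beside genes of like abundance, each in the cluster of at least 20 cells with its largest share of positive cells. By the share of its UMIs in that cluster, *nrps* lay at the percentile of 40.6 among 1790 genes, and by the share of positive cells at 97.8. At resolution 1 this cluster is not the one with the most *nrps* UMIs, since cluster 19 held 99 of them and the *nrps* cluster 36, so the percentile by UMIs does not measure the largest share of UMIs. At resolution 2 these percentiles were 84.9 and 98.0.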
